# Thy-1 plays a pathogenic role and is a potential biomarker for skin fibrosis in scleroderma

**DOI:** 10.1172/jci.insight.149426

**Published:** 2022-10-10

**Authors:** Roberta G. Marangoni, Poulami Datta, Ananta Paine, Stacey Duemmel, Marc Nuzzo, Laura Sherwood, John Varga, Christopher Ritchlin, Benjamin D. Korman

**Keywords:** Dermatology, Immunology, Fibrosis, Skin

## Abstract

Thy-1 (CD90) is a well-known marker of fibroblasts implicated in organ fibrosis, but its contribution to skin fibrosis remains unknown. We examined Thy-1 expression in scleroderma skin and its potential role as a biomarker and pathogenic factor in animal models of skin fibrosis. Skin from patients with systemic sclerosis demonstrated markedly elevated Thy-1 expression compared with controls, colocalized with fibroblast activator protein in the deep dermis, and correlated with the severity of skin involvement (modified Rodnan skin score). Serial imaging of skin from Thy-1 yellow fluorescent protein reporter mice by IVIS showed an increase in Thy-1 expression that correlated with onset and progression of fibrosis. In contrast to lung fibrosis, Thy-1–KO mice had attenuated skin fibrosis in both bleomycin and tight skin-1 murine models. Moreover, Thy-1 regulated key pathogenic pathways involved in fibrosis, including inflammation, myofibroblast differentiation, apoptosis, and multiple additional canonical fibrotic pathways. Therefore, although Thy-1 deficiency leads to exacerbated lung fibrosis, in skin it is protective. Moreover, Thy-1 may serve as a longitudinal marker to assess skin fibrosis.

## Introduction

Systemic sclerosis (scleroderma, SSc) is a prototypical multisystem fibrotic disease characterized by excessive matrix production by activated fibroblasts (1). The etiology of skin fibrosis, a hallmark of SSc, is multifactorial and marked by a complex interaction of cells and cytokines that promote profibrotic signaling pathways and resultant mechanical forces (2).

Thy-1 (CD90), a glycosylphosphatidylinositol-anchored (GPI-anchored) glycoprotein highly expressed in neurons, T cells, and endothelial cells, has long been recognized as a fibroblast marker (3). Thy-1 has multiple physiologic functions, including cell-cell signaling, mechanotransduction, and cellular differentiation (4). In fibroblasts, Thy-1 specifically regulates cell adhesion and myofibroblast differentiation through integrin signaling and is directly involved in Fas-mediated apoptosis (5, 6). Thy-1 also regulates the PPARγ pathway and orchestrates mesenchymal cell differentiation between adipogenic and osteogenic fates (7, 8).

Lung fibroblast heterogeneity can be viewed on the basis of Thy-1 positivity (9), and likewise, synovial fibroblast subsets are defined anatomically and functionally by expression of Thy-1 and additional markers including cadherin-11, CD34, fibroblast activation protein (FAP), and MHC class II (10–12).

In skin, distinct fibroblast lineages are defined geographically based on their presence in the papillary or reticular dermis (13, 14). Of interest, these fibroblast subtypes have previously been defined based on their expression of Thy-1 and FAP with Thy-1–positive cells residing primarily in the reticular dermis (13).

While Thy-1 is a marker of fibroblast subsets, the specific actions of this molecule in the process of fibrosis are less established. In animal models of fibrosis, Thy-1 modulates fibrotic pathways in the lung, liver, and orbit (9, 15, 16). In the lung, loss of Thy-1 exacerbates and slows the resolution of fibrosis, and these effects are reversed by pharmacologic treatment with Thy-1 replacement (6, 17). In the skin, fibrosis has not been investigated, but Thy-1 deficiency or silencing leads to impaired wound healing (18, 19), suggesting that either skin fibroblasts are functionally distinct from those that reside in the lung or Thy-1 has different effects in wound healing and fibrosis.

Thy-1 is overexpressed in SSc skin and serum (20, 21), but the function of Thy-1 in SSc or other human skin diseases is unknown. In this study, we assessed Thy-1 as a marker of skin fibrosis and looked to elucidate its potential pathologic role in SSc.

## Results

### Thy-1 is increased in SSc skin fibroblasts and correlates with disease severity.

To investigate Thy-1 expression in SSc, we performed immunofluorescence staining in skin biopsies from healthy controls and patients with SSc (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.149426DS1). Remarkably, while there was almost no expression of Thy-1 in the reticular dermis from healthy control skin (9.3% ± 8.7%), Thy-1 was expressed in SSc with increasing levels over time in early-stage patients (disease duration < 3 years) demonstrating moderate expression (36.8% ± 11.1%) and later-stage patients showing high expression (69.2% ± 8.9%) (Figure 1, A–C). It is known that FAP and Thy-1 expression status define subsets of fibroblasts in the skin, with FAP^+^ cells localizing primarily to the papillary dermis and Thy-1^+^ fibroblasts to the reticular dermis, with a small number of double-positive cells in the transition zone (13). Therefore, to further characterize SSc fibroblasts, we assessed coexpression of Thy-1 with FAP (Figure 1A and Supplemental Figure 1 for higher magnification) and observed a remarkable change to FAP^+^Thy-1^+^ cells in SSc (45.3% ± 6.9% Thy-1^+^ double-positive cells, compared with 1.4% ± 1.1% in controls) but did not note substantial differences in double-positive cells in early versus late SSc.

We next explored the gene expression of Thy-1 in skin from patients with SSc in 2 publicly available microarray data sets (NCBI Gene Expression Omnibus [GEO] GSE58095 and GSE76886). We observed a significant increase in expression of Thy-1 in SSc across cohorts and elevated levels in both limited and diffuse cutaneous SSc (Figure 1, B and D, and Supplemental Figure 2). We also found a striking positive correlation between Thy-1 expression and severity of skin fibrosis measured by the modified Rodnan skin score (MRSS) (Figure 1E; *r* = 0.63, *P* < 0.0001).

We next assessed Thy-1 lung expression in a publicly available data set (GEO GSE48149) and found that Thy-1 was significantly elevated in SSc lung explants (Supplemental Figure 3). This data set included patients with SSc with either interstitial lung disease (ILD) or pulmonary hypertension, patients with idiopathic pulmonary hypertension, and patients with idiopathic pulmonary fibrosis (IPF). Notably, all patients with SSc and with IPF had significantly elevated Thy-1 with a trend toward the largest increase in patients with SSc-ILD. A second smaller study (GEO GSE81292) did not show any significant difference in Thy-1 expression between SSc-ILD and controls.

To address whether Thy-1 expression was coming from fibroblasts or other skin cells, we correlated Thy-1 expression with genes specifically representing multiple skin cell types. We found strong correlations between Thy-1 expression and multiple fibroblast markers (PRSS23, SFRP2, FBN1, Col1a1, Col1a2, and LUM; Spearman *r* > 0.5) with no significant correlation in markers of most other cell types, including keratinocytes, smooth muscle cells, T cells, melanocytes, and endothelial cells (Figure 1F). A subset of myeloid genes (CD68 and FCER1) had strong correlation with Thy-1 while others (AIF1 and LYZ) demonstrated a moderate correlation.

### Thy-1 knockdown reduces fibrotic gene expression in SSc fibroblasts.

Dermal fibroblasts from healthy controls (*n* = 3) and SSc (*n* = 3) were explanted; consistent with gene expression and immunostaining, SSc fibroblasts demonstrated increased Thy-1 gene expression (3.38-fold increase compared with control, *P* = 0.1). After electroporation, cells were transfected with siNC or siThy-1 and treated with TGF-β (see Methods for full details). TGF-β–treated SSc fibroblasts demonstrated a significant reduction in TGF-β–induced α-SMA expression (*P* = 0.03) and showed a trend toward reduced Col1a1 expression, whereas no reduction in fibrotic gene expression was observed in healthy control fibroblasts (Supplemental Figure 4).

### Thy-1 can serve as a surrogate marker of in vivo skin fibrosis.

To interrogate whether Thy-1 can serve as a marker of fibrosis in vivo, we performed time course experiments in Thy-1 YFP reporter mice (22) treated with bleomycin and tracked expression of Thy-1 using YFP fluorescence intensity analyzed by IVIS imaging. Thy-1 expression increased over time in skin injected with bleomycin with maximal expression at days 21 and 28 (Figure 2, A, D, and E) at the time of maximal fibrosis (Figure 2, B, F, and J). Remarkably, Thy-1 fluorescence intensity strongly and positively correlated with multiple markers of fibrosis including dermal thickness (Spearman *r* = 0.76, *P* = 0.006; Figure 2, C and G), procollagen 1^+^ cells (Spearman *r* = 0.82, *P* = 0.009; Figure 2, H and I), and fibrogenic gene expression (Spearman *r* = 0.88, *P* = 0.0016; Figure 2K). These findings provide evidence that Thy-1 expression increases during fibrogenesis and can serve as a marker to noninvasively and longitudinally measure fibrosis in skin.

### Thy-1–deficient mice have attenuated skin fibrosis.

To investigate the overall effect of Thy-1 in skin fibrosis, we performed in vivo experiments using mice deficient for Thy-1 (Thy-1 KO–mice) (23) in complementary models of fibrosis. Thy-1–KO mice that received s.c. injections of bleomycin demonstrated attenuation of dermal thickness compared with WT mice (Figure 3, A and C). Moreover, expression of fibrogenic genes including collagen (Col1a1 and Col5a2), ASMA, and PAI-1 measured by real-time PCR (qPCR) was substantially reduced in the Thy-1–KO mice (Figure 3B).

To validate the effect of Thy-1 in skin fibrosis in a complementary genetic model, tight skin-1 (Tsk-1) mice (24) were crossed to Thy-1–KO mice (23). By 3 months of age, male Tsk-1 mice develop significant fibrosis of the hypodermis (25). Consistent with the bleomycin model, Tsk-1 mice deficient in Thy-1 were significantly protected from cutaneous fibrosis as measured both by hypodermal thickness and fibrotic gene expression (Figure 4, A–C).

Thy-1 has previously been shown to modulate adipogenesis (26), and Thy-1–KO mice fed a high-fat diet (HFD) develop increased obesity and bone loss (8, 27, 28). To assess whether an HFD would lead to an augmented skin fibrosis phenotype, Thy-1 KO were fed an HFD for 3 months and then treated with bleomycin. We found that in mice fed an HFD, Thy-1–KO mice were protected from skin fibrosis but to the same extent as mice fed a chow diet (Figure 3, D and E). This suggests that, unlike bone, where HFD plays a large role in defining mesenchymal cell fate (28), in skin fibrosis, other pathways are likely responsible for the protective effect of Thy-1 deficiency.

In direct contrast to the skin findings, Thy-1 deficiency has previously been shown to worsen lung fibrosis induced by intratracheal bleomycin (29). We confirmed these opposing findings in our s.c. bleomycin model: while Thy-1–KO mice had attenuated skin fibrosis, they demonstrated exacerbated lung fibrosis under chow conditions (Figure 3, D and E, and Supplemental Figure 5).

### Thy-1 regulates inflammation, myofibroblast differentiation, and apoptosis in skin fibrosis.

It is well established that bleomycin-induced skin fibrosis leads to a macrophage-predominant inflammatory infiltrate (30), and we assessed if Thy-1 has an effect on these cells. We performed IHC for F4/80 as a marker of macrophages and investigated the expression of multiple inflammatory genes that we identified as significantly upregulated in skin fibrosis by bleomycin (inflammatory genes with > 10-fold increase at both day 7 and day 21 in the GEO data set GSE132869). We observed a remarkable decrease in the F4/80^+^ cells in the absence of Thy-1 (*P* = 0.002; Figure 5, A and B) and a significant downregulation in the expression of inflammatory genes FCGR4, IFI44, CCR5, and TLR13 (Figure 5C), suggesting that Thy-1 regulates multiple different inflammatory pathways during fibrosis.

Bleomycin leads to myofibroblast differentiation, and Thy-1–deficient mice show impaired apoptosis of myofibroblasts leading to nonresolving lung fibrosis (17). To examine whether the protective actions of Thy-1 deficiency in skin fibrosis are related to decreased numbers of myofibroblasts and regulation of apoptosis, we performed IHC staining for ASMA and FASL. We observed a significant decrease in the number of myofibroblasts (*P* = 0.01; Figure 5, D and E) and fewer FASL^+^ cells (*P* = 0.02; Figure 5, F and G) in the skin in the bleomycin-treated Thy-1–KO mice compared with WT.

These findings support the concept that Thy-1 is engaged and functional in multiple established mechanisms of skin fibrosis including regulation of inflammation, differentiation of myofibroblasts, and regulation of apoptosis.

### Thy-1 differentially modulates key fibrotic pathways.

Based on the findings that Thy-1’s effects are multifactorial, we performed bulk RNA-Seq on skin tissue from PBS- and bleomycin-treated WT and Thy-1–KO mice harvested at day 21 to identify the molecular mechanisms that underlie the antifibrotic effects. 

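Skin RNA from 12 female mice was analysed, 3 in each of 4 groups: WT mice given PBS (WT PBS), WT mice given bleomycin (WT BLM), Thy-1–KO mice given PBS (KO PBS) and Thy-1–KO mice given bleomycin (KO BLM). Bleomycin, a drug that causes fibrosis in the skin where it is injected, was given at 10 mg/kg per day. The methods give injections for up to 14 days and the sample labels give 21 days of treatment, and the skin was harvested on day 21. The authors made stranded mRNA libraries, counted the reads on 55453 genes listed by symbol, and deposited the counts without normalization. The paper's text names no aligner, annotation or genome build for the counting, so chromosome positions are given from the GENCODE M21 annotation of GRCm38, in which 98.2% of the symbols matched 1 gene. Between 26473700 and 38890450 counts per mouse fell on genes, with a median of 31030595 in WT PBS, 30356115 in WT BLM, 31977287 in KO PBS and 31757005 in KO BLM mice. At least 1 read was counted on 34689 genes, and 18311 had enough counts to be tested.

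Counts were normalized by edgeR's TMM method, and expression is given as CPM (counts scaled by the normalized library total). Differentially expressed genes were called at a Benjamini-Hochberg adjusted p under 0.05 from edgeR's quasi-likelihood test, with the 4 groups in one model and all 3 KO PBS mice included. An exact permutation test of 3 mice against 3 cannot give a two-sided p under 0.1, so no single gene was tested that way. The spread between mice gave a biological coefficient of variation of 34.9%, and whether the number of reads also limited the precision was not tested. Every mouse has its own number and the labels name no litter, cage or sequencing batch, so mice were not paired and no batch could be compared. The methods call the control mice littermates but give no litter for any mouse.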

Our findings show a clear distinction between WT and KO mice from a global expression standpoint, and while there were marked changes between WT PBS- and bleomycin-treated mice, KO PBS- and bleomycin-treated mice had many fewer differentially expressed genes consistent with the ameliorated fibrotic phenotype (Figure 6A). 

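In the 500 genes that varied most across the 12 mice, the first principal component held 79.5% of the variance and the second 11.7%. A mouse lay on average 2.36 times as far from the mice of the other groups as from its own group, in Euclidean distance of log2 CPM, and this ratio was 1.70 over all genes tested. For 9 of the 12 mice the nearest mouse belonged to the same group. The exceptions were KO PBS replicate 136, nearest to WT PBS replicate 160, KO BLM replicate 141, nearest to WT PBS replicate 159, and WT BLM replicate 146, nearest to KO BLM replicate 143. Hierarchical clustering placed KO PBS replicate 136 and KO BLM replicate 141 on one branch with the 3 WT PBS mice and the other 7 mice on the second branch. KO PBS replicate 136 was farther from its own group than from the other groups (ratio 0.658). A list of 42 genes of the growing hair shaft and inner root sheath, which marks the growth phase of the hair cycle, followed the same 2 branches. Its mean log2 CPM was 8.66 to 9.52 in the WT PBS mice, 9.38 in KO PBS replicate 136 and 8.27 in KO BLM replicate 141, and at most 5.29 in the other 7 mice.

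**Figure D1:**
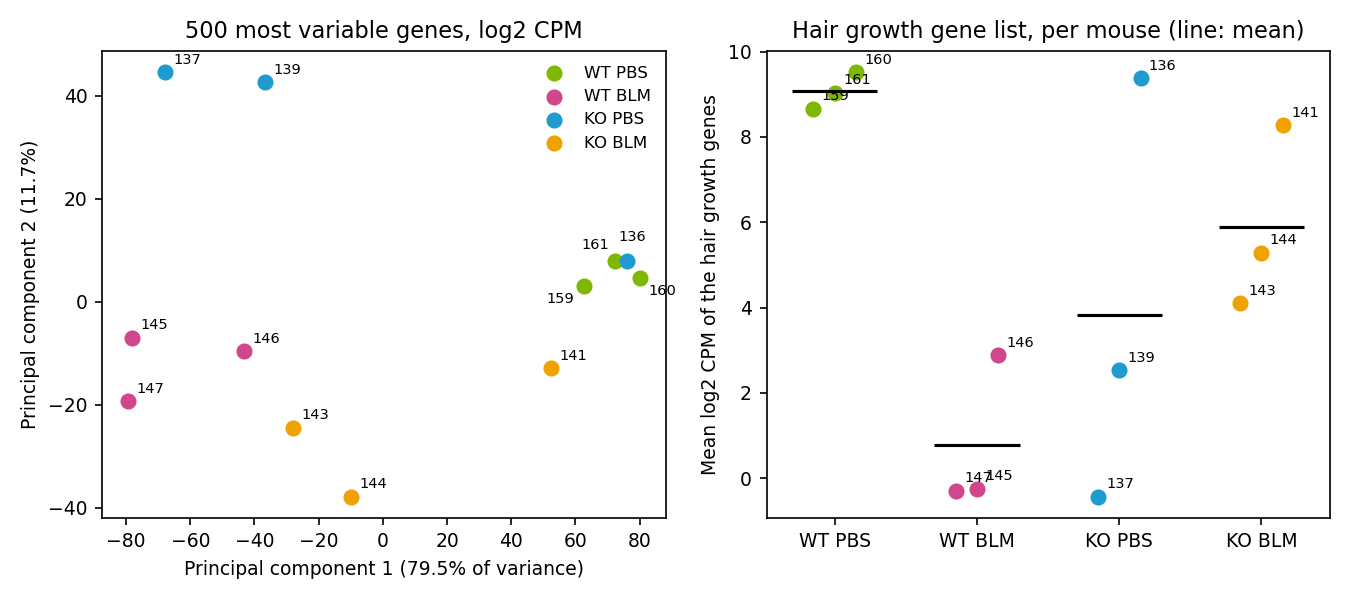
Principal components of the 500 most variable genes (log2 CPM, with the percent of variance on each axis) for the 12 mice, 3 per group, and the mean log2 CPM of the hair growth list for each mouse. KO PBS replicate 136 and KO BLM replicate 141 sit with the 3 WT PBS mice.

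In WT mice 6222 genes were differentially expressed, of which 3633 were higher and 2589 lower in WT BLM than in WT PBS. The 2 groups did not overlap for 57.0% of the genes tested, where chance gives 10%. In Thy-1–KO mice 56 genes were differentially expressed, 46 of them higher and 10 lower in KO BLM, and 3665 genes had an unadjusted p under 0.05. The 2 KO groups did not overlap for 19.3% of the genes. Across the alternatives tried, the WT count stayed between 2615 (without WT PBS replicate 160) and 9136 genes except when hair growth was added to the model as a covariate, which left 3. The KO count ranged from 0 to 4211. It was 2632 without KO PBS replicate 136, 1162 without KO BLM replicate 141, 14 without KO PBS replicate 137, and 0 without KO PBS replicate 139, KO BLM replicate 143 or KO BLM replicate 144, where 2548, 2283 and 1830 genes had an unadjusted p under 0.05. Leaving out a WT mouse, outside this comparison but in the same model, gave 0 without WT PBS replicate 159 or 161 (3360 and 3458 at an unadjusted p under 0.05), 3 without WT PBS replicate 160, and 23, 19 and 10 without WT BLM replicates 145, 146 and 147. With DESeq2, the tool named in the methods, 7662 genes were called in WT and 1212 in KO mice, the latter 688 higher and 524 lower in KO BLM (56.8% higher, against 82.1% of the 56). The difference between the responses of the 2 genotypes was also tested itself. No gene passed the threshold (0 genes, smallest adjusted p = 0.0604, 5687 genes at an unadjusted p under 0.05), but 7470 did without KO PBS replicate 136, 5 without WT BLM replicate 146, 1 without WT PBS replicate 160 and 1 without KO BLM replicate 141, and DESeq2 called 3279.

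**Figure D2:**
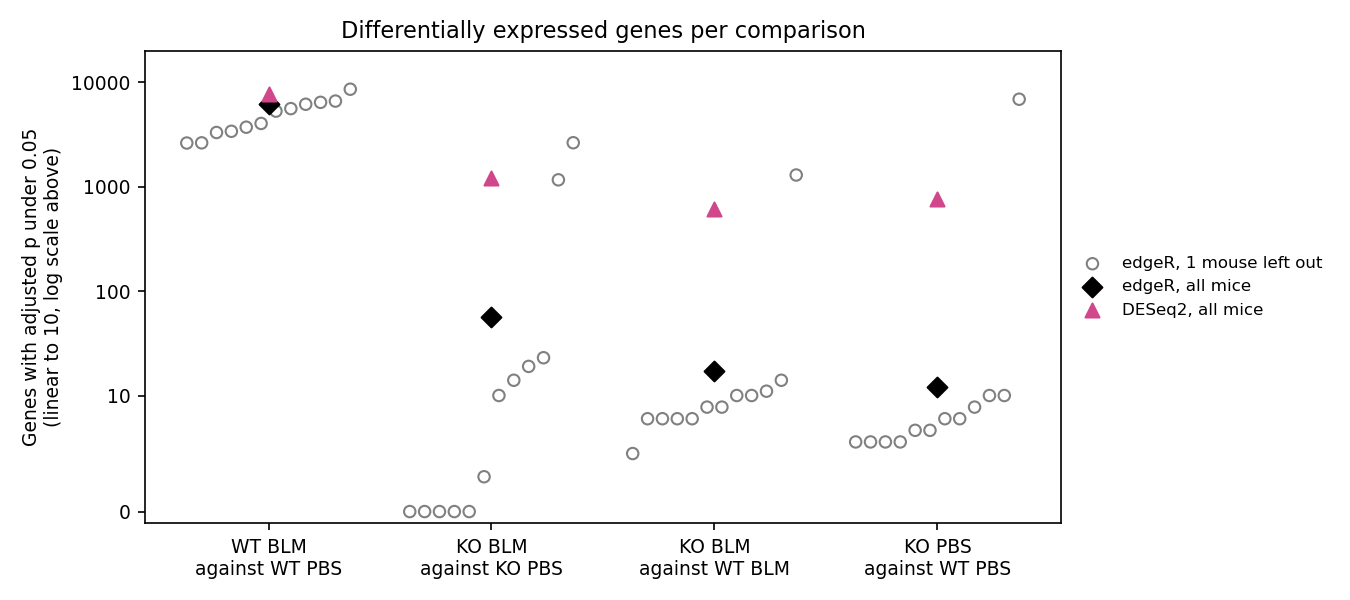
Number of differentially expressed genes in each comparison of 3 mice against 3, at an adjusted p under 0.05, on all 12 mice with edgeR and DESeq2 and with edgeR when each of the 12 mice is left out. On all mice with edgeR, WT BLM against WT PBS gives 6222 genes and KO BLM against KO PBS gives 56.

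The genes that rose most in WT BLM mice were Krt6b, Sprr2d and Mmp13. Mmp13, a collagenase gene on chromosome 9 from 7272514 to 7283331, went from 0.187 ± 0.0554 CPM (SD, n = 3) in WT PBS to 42.7 ± 21.9 CPM (SD, n = 3) in WT BLM, a log2 fold change of 7.83 (standard error 1.15, adjusted p = 0.00405). For Krt6b the log2 fold change was 10.42 (standard error 2.18, adjusted p = 0.00936) and for Sprr2d 8.04 (standard error 1.73, adjusted p = 0.0101). Among the genes that fell, Krtap19-2, Krtap19-4 and Krtap19-5, which encode hair shaft proteins, had at most 3 counts in each WT BLM mouse, which makes them at least 3168-fold, 1956-fold and 3653-fold lower. None of the 3 stayed past the threshold when any single mouse of the comparison was left out, with adjusted p from 0.0526 to 0.102. In KO BLM mice, Cstdc5 rose by 7.34, Myh3 by 6.99 and Tnnc1 by 6.65 on the log2 scale, and Myoc fell by 5.04, Tmeff2 by 3.29 and Hmcn2 by 2.7, with adjusted p between 0.0341 and 0.0467. When 1 mouse of the comparison was left out, these 6 genes stayed past the threshold without KO PBS replicate 136 or KO BLM replicate 141, and did not in the other fits, with adjusted p from 0.0615 to 0.197. Of the 56 genes called in KO mice, 39 were also called in WT mice, 38 of them in the same direction. The 3633 genes raised in WT mice had a median log2 fold change of 1.58 there and 0.28 in KO mice, and the 2589 lowered genes had medians of -1.05 and -0.089, for genes chosen by their change in WT mice.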

Thy-1–KO skin also displayed a number of baseline changes compared with WT skin (Supplemental Figure 6). 

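Between KO PBS and WT PBS skin, 12 genes were differentially expressed, 7 higher and 5 lower in KO PBS, and 3727 genes had an unadjusted p under 0.05. The groups did not overlap for 18.9% of the genes, against the 10% that chance gives. DESeq2 called 755 genes, among them all 12. The count was 6870 without KO PBS replicate 136, 8 without KO PBS replicate 137, 7 without WT PBS replicate 160, and 6 without KO PBS replicate 139, WT PBS replicate 159 or WT PBS replicate 161. Of the bleomycin-treated mice, outside this comparison, leaving out WT BLM replicate 145 gave 6 and WT BLM replicate 147 gave 7. Wdfy1, on chromosome 1 from 79702262 to 79776143, had 15.1 ± 1.86 CPM (SD, n = 3) in WT PBS and 39.1 ± 1.92 CPM (SD, n = 3) in KO PBS, a log2 fold change of 1.38 (standard error 0.12, adjusted p = 0.000882 from edgeR). Tdg, on chromosome 10 from 82629828 to 82650799, had 39.4 ± 1.06 CPM (SD, n = 3) in WT PBS and 9.04 ± 4.17 CPM (SD, n = 3) in KO PBS, a log2 fold change of -2.12 (standard error 0.27, adjusted p = 0.0246 from edgeR). When 1 mouse of the comparison was left out, Tdg stayed past the threshold only without KO PBS replicate 136, and its adjusted p was 0.107 to 0.139 in the other fits. Nnt, whose symbol has no single match in the annotation used, rose by 2.14 on the log2 scale, with an adjusted p of 0.0494, and it too stayed past the threshold only without KO PBS replicate 136, with an adjusted p of 0.175 to 0.339 in the other fits. Chosen after its values were seen, Tnfrsf23, on chromosome 7 from 143665809 to 143685872, had 189 to 310 counts in each WT PBS mouse and 0 to 5 in each KO PBS mouse. None of the 11 called genes with a known position lay on chromosome 9, which holds Thy1.

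Thy1, with 4 exons between 44043384 and 44048579 on chromosome 9, was counted in all 12 mice. It had 123 ± 23.7 CPM (SD, n = 3) in WT PBS, 332 ± 93.8 CPM (SD, n = 3) in WT BLM, 73.3 ± 25.9 CPM (SD, n = 3) in KO PBS and 103 ± 22.4 CPM (SD, n = 3) in KO BLM mice. Thy1 was higher in WT BLM than in WT PBS by a log2 fold change of 1.43 (standard error 0.30, adjusted p = 0.00971), and this stayed between 1.2 and 1.64 when each mouse of the comparison was left out in turn. In KO mice the log2 fold change was 0.49 (standard error 0.30, adjusted p = 0.369). KO mice were lower by a log2 fold change of -0.75 under PBS (adjusted p = 0.224) and -1.69 under bleomycin (adjusted p = 0.112), and DESeq2 called the latter. The test of the difference between the responses gave -0.94 (adjusted p = 0.159, and 0.0249 without KO PBS replicate 136). The counts are listed per gene and not per exon, so they do not show which part of Thy1 the reads in KO mice came from.

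**Figure D3:**
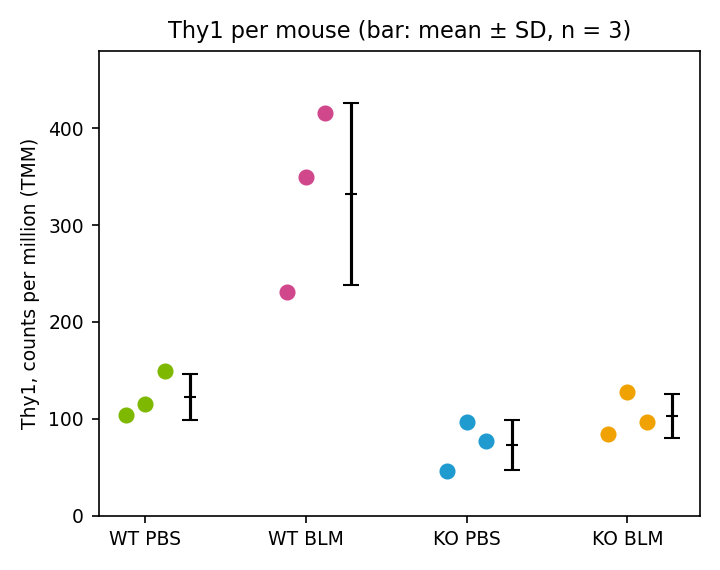
Thy1 expression (CPM) in each mouse, 3 per group, with the group mean and SD. The KO PBS mean is 59.6% of the WT PBS mean and the KO BLM mean is 31.0% of the WT BLM mean.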

Examination of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways known to be relevant in fibrosis and regulation of Thy-1 revealed that TGF-β, Wnt, integrin, hippo (YAP/TAZ), PPARγ, apoptosis, NF-κB, and chemokine pathways were all significantly upregulated in WT bleomycin-treated mice but not in Thy-1–KO mice. All of these pathways except NF-κB were downregulated in Thy-1 KO bleomycin compared with WT bleomycin (Figure 6B). 

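No KEGG release was used. The 8 pathways were tested with lists of core members, written from gene names, of which 60 to 139 genes each were tested with limma's camera at a preset correlation between genes of 0.01. Adjustment was over the 8 lists and 4 comparisons together. In WT BLM against WT PBS, 4 lists were raised: chemokine by a mean log2 fold change of 1.2 (adjusted p = 3.6e-08), integrin by 0.91 (adjusted p = 5.6e-07), NF-κB by 0.67 (adjusted p = 0.000399) and apoptosis by 0.48 (adjusted p = 0.00344). The Wnt list was lower, with a mean of -0.26 (adjusted p = 0.0169), and so was the hippo list, with -0.22 (adjusted p = 0.00331). The TGF-β list (mean 0.0039, adjusted p = 0.377) and the PPAR list (mean 0.099, adjusted p = 0.986) did not pass the threshold. In KO BLM against KO PBS, the chemokine list rose by a mean of 0.59 (adjusted p = 0.000582), the NF-κB list by 0.38 (adjusted p = 0.0109) and the apoptosis list by 0.31 (adjusted p = 0.00243), and the PPAR list was lower, with a mean of -0.42 (adjusted p = 0.00292). The integrin list (0.23) and the TGF-β list (-0.21) had an adjusted p of 0.0552 each, the Wnt list (-0.035) 0.310 and the hippo list (-0.036) 0.225. Without KO PBS replicate 136, apoptosis was the only list raised in KO mice (1 list, adjusted p = 0.0378).

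The same 4 lists raised in WT mice passed with fry, a rotation test that uses the correlation in the data, and in KO mice only the apoptosis list did (adjusted p = 0.0112). When camera estimated the correlation of each list from the 12 mice, no list passed in any of the 4 comparisons (0 lists, 0 at an unadjusted p under 0.05).

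Whether the responses differed between the genotypes was tested as the difference of the 2 changes, adjusted over 21 lists. The difference was -0.68 for the integrin list (adjusted p = 9.6e-05), -0.65 for chemokine (adjusted p = 0.000606), -0.29 for NF-κB (adjusted p = 0.0381) and 0.19 for hippo (adjusted p = 0.0305). It did not pass the threshold for Wnt (adjusted p = 0.0641), PPAR (adjusted p = 0.0541), apoptosis (adjusted p = 0.286) or TGF-β (adjusted p = 0.740). With fry, the integrin list alone of these 8 passed. The lists also differed between PBS-treated mice: in KO PBS against WT PBS the chemokine list was higher by a mean of 0.49 (adjusted p = 0.000399, mean 0.29 without KO PBS replicate 137) and the PPAR list by 0.50 (adjusted p = 0.000582), and the hippo list was lower, with -0.076 (adjusted p = 0.0401, and 0.110 without KO PBS replicate 137 and 0.0949 without WT PBS replicate 161). The integrin list had 0.28 (adjusted p = 0.0552), NF-κB 0.19 (adjusted p = 0.122), TGF-β 0.14 (adjusted p = 0.986), apoptosis 0.11 (adjusted p = 0.419) and Wnt -0.13 (adjusted p = 0.0541). Of the chemokine difference of -0.65, -0.16 was between the bleomycin-treated groups and the rest between the PBS-treated groups. With fry none of the 8 passed between the PBS-treated groups (0 lists, 1 at an unadjusted p under 0.05).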

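In KO BLM against WT BLM skin, 17 genes were differentially expressed, 10 higher and 7 lower in KO BLM, and 3043 genes had an unadjusted p under 0.05. The groups did not overlap for 27.5% of the genes tested, where chance gives 10%. DESeq2 called 614 genes, among them all 17. Leaving out 1 mouse of the comparison gave 5 to 11 genes, the fewest without WT BLM replicate 147. Of the mice outside it, leaving out KO PBS replicate 136 gave 1292 genes, KO PBS replicate 137 gave 14, and the other 4 gave 8 or 9. Acot1, a thioesterase gene on chromosome 12 from 84009490 to 84018371, had 17.2 ± 1.29 CPM (SD, n = 3) in WT BLM and 48.4 ± 3.72 CPM (SD, n = 3) in KO BLM, a log2 fold change of 1.49 (standard error 0.13, adjusted p = 0.00128 from edgeR). Elovl3, a fatty acid elongase gene, rose by 2.14 (standard error 0.31, adjusted p = 0.0421), and when 1 mouse of the comparison was left out it stayed past the threshold only without WT BLM replicate 145, with an adjusted p of 0.101 to 0.203 in the other fits. Wdfy1 was higher in KO BLM by 1.06 (adjusted p = 0.00697, and 0.0602 without WT BLM replicate 147). No gene met the rule for naming among the 7 lower ones.

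Of the 8 pathway lists, 2 were lower in KO BLM: the integrin list, with a mean log2 fold change of -0.39 (adjusted p = 5.6e-07), and the chemokine list, with -0.16 (adjusted p = 0.0388). The NF-κB list had a mean of -0.10 (adjusted p = 0.0545), the TGF-β list -0.076 (adjusted p = 0.560), the apoptosis list -0.063 (adjusted p = 0.377) and the PPAR list -0.024 (adjusted p = 0.622). The Wnt (0.098, adjusted p = 0.294) and hippo (0.11, adjusted p = 0.112) lists had means above 0. Leaving out WT BLM replicate 147 or KO BLM replicate 141 left 1 list lower. With the hair list as a covariate, chosen after seeing the data, the integrin list stayed lower (-0.18, adjusted p = 0.0212) and the chemokine list was higher in KO BLM, with a mean of 0.34 (adjusted p = 0.0416). With fry none passed (0 lists, 1 at an unadjusted p under 0.05), and the integrin list had an adjusted p of 0.0536.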

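The pathways that Figure 6, C and D, names were tested with lists written in the same way, 13 beside the 8 above. Fisher's exact test, one-sided, compared each list with the genes called up and with those called down, against all 18311 genes tested, with adjustment over 126 tests. Among the genes raised in WT BLM mice, the Toll-like receptor list (43 of 86 genes, odds ratio 4.08, adjusted p = 7.6e-09), the focal adhesion list (69 of 183, odds ratio 2.47, adjusted p = 2.6e-07), the B cell receptor list (31 of 68, odds ratio 3.41, adjusted p = 1.9e-05), the calcium signaling list (51 of 138, odds ratio 2.39, adjusted p = 2.4e-05) and the leukocyte transendothelial migration list (37 of 94, odds ratio 2.64, adjusted p = 9.6e-05) were enriched. The integrin, apoptosis, NF-κB and chemokine lists were too, with odds ratios from 2.31 to 4.59. Among the genes lowered in WT BLM mice, the basal cell carcinoma list (32 of 54, odds ratio 8.93, adjusted p = 2.2e-12) and the cell cycle list (48 of 118, odds ratio 4.22, adjusted p = 8.0e-11) were enriched, with odds ratios of 3.7 for Hedgehog, 3.11 for melanogenesis, 3.65 for terpenoid backbone, 2.96 for Wnt, 2.36 for TGF-β and 3.57 for hippo. This made 17 enriched lists in WT mice.

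With 56 genes called in KO mice, no list was enriched in either direction (0 of 42 tests, 0 at an unadjusted p under 0.05). The lists for calcium signaling and urea cycle each held 1 gene called up, and those for phosphatidylinositol signaling, glyoxylate, terpenoid backbone and Hedgehog held none (0 genes). Without KO PBS replicate 136, 4 lists were enriched in KO mice, without KO BLM replicate 141 also 4, and without KO PBS replicate 137 there was 1. On the genes DESeq2 called in KO mice, the apoptosis, NF-κB, chemokine and Toll-like receptor lists were enriched among the genes raised. By camera, where no call is needed, the phosphatidylinositol list was lower in KO BLM than in KO PBS by a mean of -0.14 (adjusted p = 0.0448), the urea cycle list was higher by 0.25 (adjusted p = 0.0248), and the calcium list had a mean of -0.14 (adjusted p = 0.108). The glyoxylate (0.0035, adjusted p = 0.897), terpenoid backbone (0.013, adjusted p = 0.304) and Hedgehog (-0.12, adjusted p = 0.278) lists did not pass.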

Unsupervised pathway analysis of WT bleomycin-treated mice showed overexpression of pathways consistent with fibrosis (i.e., focal adhesion) and inflammation (leukocyte transendothelial migration and TLR signaling) with downregulation of pathways related to skin cell homeostasis (cell cycle, basal cell carcinoma, and melanogenesis) (Figure 6C), while Thy-1–KO mice treated with bleomycin differentially expressed metabolic pathways (upregulation of calcium and phosphatidylinositol signaling, downregulation of urea cycle, glycoxylate, and terpenoid metabolism) (Figure 6D). Strikingly, when we compared the bleomycin-treated mice across genotypes (WT vs. Thy-1 KO), differential regulation of the same pathways seen in the WT PBS versus WT bleomycin comparison (overexpressed in WT compared with Thy-1 KO) was observed, suggesting that the Thy-1–KO mice are protected from the fibrotic and inflammatory pathways induced by bleomycin (Figure 6E).

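Among the 17 genes called between KO BLM and WT BLM, no list was enriched in either direction (0 of 42 tests, 0 at an unadjusted p under 0.05). Without KO PBS replicate 136, a mouse outside this comparison that shares in the model's estimate of the spread, 8 lists were enriched among its 1292 genes. On the 614 genes of DESeq2, 6 lists were enriched: integrin (odds ratio 7.40), focal adhesion (3.95) and phosphatidylinositol signaling (4.76) among the genes lower in KO BLM, and PPAR, melanogenesis and terpenoid backbone among those higher. By camera over all genes tested, the lists lower in KO BLM included focal adhesion with a mean log2 fold change of -0.29 (adjusted p = 9.6e-05), B cell receptor with -0.22 (adjusted p = 0.00952), Toll-like receptor with -0.22 (adjusted p = 0.00539), calcium signaling with -0.35 (adjusted p = 0.000129) and phosphatidylinositol signaling with -0.20 (adjusted p = 0.0128), while leukocyte transendothelial migration had -0.16 (adjusted p = 0.108). The lists higher in KO BLM included basal cell carcinoma by 0.45 (adjusted p = 4.5e-05), cell cycle by 0.20 (adjusted p = 0.000262), Hedgehog by 0.34 (adjusted p = 0.00437) and terpenoid backbone by 0.43 (adjusted p = 6.0e-06), while melanogenesis had 0.18 (adjusted p = 0.280).

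Across the 18311 genes, the change from WT PBS to WT BLM correlated with the difference of WT BLM from KO BLM (Pearson r = 0.797, Spearman rho = 0.679). The 2 measures share the WT BLM mice, and 20 simulations without any change between groups gave r from 0.457 to 0.547. Leaving out 1 mouse in turn gave r from 0.565, without KO BLM replicate 141, to 0.847. The bleomycin responses of the 2 genotypes, which share no mice, correlated less (r = 0.411, rho = 0.256, against r from -0.043 to 0.049 in the simulations), and without KO PBS replicate 136 r was -0.278. These correlations are across genes, which are not independent replicates. From the pathways changed by bleomycin in WT mice and found again between the bleomycin-treated WT and KO mice (Figure 6, C and E), the paper proposes that Thy-1–KO mice are protected from the fibrotic and inflammatory pathways that bleomycin induces.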

## Discussion

In this study, we demonstrate that Thy-1 is aberrantly expressed in SSc fibroblasts and correlates with extent of fibrosis. We then demonstrate that Thy-1 is an in vivo marker of skin fibrosis and that loss of Thy-1 is protective in 2 complementary models of skin fibrosis. Thy-1 regulates a variety of relevant pathways including inflammation, myofibroblast activation, and apoptosis. Taken together, these findings indicate that Thy-1 serves as a marker of fibrosis and is involved in pathways that lead to skin fibrogenesis.

Thy-1 has long been considered a fibroblast marker (31). Thy-1 expression status can differentiate subtypes of fibroblasts, and in lung Thy-1^+^ and Thy-1^-^ fibroblasts are functionally distinct based on their ability to differentiate into myofibroblasts or lipofibroblasts (9). More recently, fibroblast subsets defined by Thy-1 have been further refined, particularly in the synovium where Thy-1 status along with the markers CD34 and cadherin 11 define lining and sublining synovial fibroblasts in human rheumatoid arthritis (11), while Thy-1 and FAP mark subsets of inflammatory and destructive phenotypes in murine arthritis (10).

The role of Thy-1 has been studied in lung fibrosis where it has been reported that Thy-1 plays an important role in lung fibrogenesis in IPF in which patients have been reported to have decreased Thy-1 expression (29). Moreover, treatment with soluble Thy-1 has shown to reduce bleomycin-induced lung fibrosis severity (6). No specific report has been made in SSc-ILD, and we therefore assessed Thy-1 expression in publicly available data sets and found that patients with SSc-ILD had significantly elevated Thy-1 expression in lung explants. Moreover, in a recent paper assessing SSc-ILD by single cell RNA-Seq, it appears that Thy-1 represents a general marker of fibroblasts in SSc-ILD rather than marking a specific subpopulation of fibroblasts (32) as has been suggested previously (33).

However, an opposite role has been reported for Thy-1 in cutaneous wound healing in which Thy-1 suppresses fibroblast proliferation and promotes apoptosis via β3 integrin signaling (18). In this context, blocking Thy-1 in wound beds reduces repair and hinders reepithelialization (19). Given these opposing findings, it is of particular interest that we demonstrated opposite effects in skin and lung fibrosis in Thy-1–KO mice.

As our skin findings were divergent from those reported in lung fibrosis (29), we confirmed that Thy-1–KO mice had increased lung fibrosis, suggesting that loss of Thy-1 truly has organ-specific effects that are profibrotic in lung and antifibrotic in skin. This may be related to Thy-1’s ability to regulation differentiation into myofibroblasts (6) in different tissue contexts and that global Thy-1 KO likely has pleiotropic and tissue context-specific effects. Creation of a cell-specific Thy-1–KO mouse would enable better characterization of the specific cells that may be driving these organ-specific effects.

In skin, Thy-1 does not mark a single fibroblast subpopulation and does not uniformly differentiate pathologic subtypes of fibroblasts because it also marks other mesenchymal cells (34). However, in recent studies, Thy-1 and FAP have been shown to delineate anatomically distinct subsets of fibroblasts with FAP^+^ cells primarily restricted to the papillary dermis and Thy-1^+^ cells to the reticular dermis (13). Moreover, similar to the lipofibroblast phenotype in lung, Thy-1^+^ but not FAP^+^ Thy-1^-^ fibroblasts are capable of adipogenic differentiation (13). In our studies of human skin, we noted a remarkable transition from predominantly FAP^+^Thy-1^–^ cells in healthy controls to FAP^+^Thy-1^+^ cells in SSc. The FAP^+^Thy-1^+^ population is not well defined in human skin but, given these cells’ functional role as immune effector fibroblasts in the synovial sublining in mouse joints, they may serve as proinflammatory cells in SSc. Our correlational analysis of Thy-1 expression with fibroblast genes in public data set interestingly demonstrated the highest correlation with 2 genes that have recently been identified in a subset of fibroblasts (SFRP2^hi^) that are uniquely overexpressed in SSc skin, specifically the subset marked by PRSS23 (35). Correlation analysis demonstrated that no skin cells other than fibroblasts and myeloid cells correlated with Thy-1. Whether myeloid cells are expressing Thy-1 or simply increased in tissues with increased Thy-1 is difficult to ascertain in this analysis, and further staining and/or single-cell sequencing studies should be done to clarify this point. Moreover, single-cell RNA-Seq may further refine SSc fibroblast populations defined by Thy-1, FAP, and other markers of interest.

Our finding that Thy-1 is upregulated in SSc skin and dermal fibroblasts validates previous reports (21, 36), and we identified an important correlation between Thy-1 expression and the MRSS. This correlation was strong (Spearman’s *r* = 0.63 using publicly available transcriptional data, *r* = 0.66 in immunostaining). The publicly available data did not have information available regarding disease duration, and while late biopsies had a higher percentage of Thy-1^+^ cell numbers than early biopsies (Figure 1B), regression analysis showed that disease duration was not associated with the number of Thy-1^+^ cells (*r* = 0.08, NS) and was not a significant covariate in the MRSS correlation.

Using Thy-1 YFP reporter mice, which were originally described as a tool to track neurons (22) and have been shown to mark inducible Thy-1 in cancer and wound healing (37), we found an aberrant expression of Thy-1 in skin injected with bleomycin in a manner that recapitulated the peak of fibrosis seen with histologic and gene expression parameters. These findings indicate that Thy-1 can longitudinally assess fibrosis in vivo. Taken together, this reporter mouse and the IVIS imaging system hold potential for inclusion in pharmacologic studies where noninvasive assessment of fibrosis could be evaluated over time.

While Thy-1’s role as a marker is of interest, its potential functional role is relevant to disease pathogenesis. Thy-1 deficiency in lung leads to worsening of fibrosis (6, 29), while in skin, Thy-1 deficiency impairs wound healing (18, 19). The major finding of our study is that lack of Thy-1 leads to attenuation of skin fibrosis in both bleomycin and Tsk models. To confirm the functional effect of this finding in patient samples, we performed siRNA knockdown experiments in healthy and SSc fibroblasts and found that knockdown of Thy-1 in SSc specifically ameliorated aSMA expression suggesting that Thy-1 may play a pathogenic role. However, due to limited power in the setting of a small sample size, further studies are needed to confirm these findings.

Thy-1 modulates adipogenesis in both skin and mesenchymal stem cells (26). Thy-1–KO mice are more susceptible to HFD-induced obesity (27, 28) and bone loss (8, 28). As our group has shown that adipose tissue plays a critical role in skin fibrosis (38–41), we investigated whether an HFD may be modulating the antifibrotic effect seen in Thy-1–KO mice. Interestingly, while we continued to see a protective effect in the Thy-1–KO mice, a substantial change in the phenotype was not observed under HFD conditions. This finding suggests that metabolism and adipose tissue are not the key pathways by which Thy-1 regulates skin fibrosis. The interpretation of these findings, however, is challenging because it is possible that proinflammatory effects of the HFD (42) and lipolysis (43) may counterbalance some of the antifibrotic effects or that loss of Thy-1’s protective role prevents significant further protection in this setting. These effects should be further explored using adipose-specific KO mice, different HFDs with less proinflammatory properties, or pharmacologic modulation of fatty acid pathways.

Thy-1 is known to have pleiotropic effects including regulating pathways known to modulate fibrosis such as integrin-signaling, inflammation, myofibroblast differentiation, apoptosis, and mechanotransduction (4, 26). We found that Thy-1 deficiency in bleomycin-treated skin involves regulation of multiple pathways. Thy-1–KO mice had decreased macrophage-driven inflammation and downregulation of proinflammatory genes representing TLR, IFN, B cell, and macrophage pathways. Consistent with the antifibrotic phenotype and the reports from wound healing (18), we also found reduced numbers of myofibroblasts. Moreover, we observed reduced FASL in skin from bleomycin-treated Thy-1–KO mice. Since lung fibrosis studies have shown that Thy-1 deficiency prevents resolution of fibrosis by regulating myofibroblast apoptosis (6), this raises the possibility that Thy-1 may play different functions in early and late stages of fibrosis.

To better characterize the multiple effects of Thy-1 in skin fibrosis, RNA-Seq was performed and revealed that multiple relevant pathways in skin fibrosis are regulated by Thy-1. Gene expression clearly differentiated bleomycin-treated Thy-1–KO mice from WT, and the pathways that were most differentially expressed are those critical for fibrosis including those linked to TGF-β, Wnt, focal adhesion, integrin, and PPARγ signaling. Further studies are needed to define the cell-specific mechanism and cell-specific KO mice or single cell RNA-Seq may clarify which cells are driving pathology.

In summary, we find that Thy-1 is overexpressed in SSc skin fibroblasts and correlates with severity of disease and that deficiency of Thy-1 is antifibrotic in skin. The primary protective mechanism appears to be driven by decreased inflammation, myofibroblast differentiation, and apoptosis. It is intriguing that the effect of loss of Thy-1 in skin is opposite to that seen in lung, and we were able to confirm that the effects are opposite in our systemic bleomycin model that confers fibrosis of both organs. These findings add both clarity and complexity to the actions exerted by Thy-1 in fibroblast, fibrosis, and skin biology. Given the increasingly important role of Thy-1 in defining functional subsets of fibroblasts across tissues, further elucidation of subsets of fibroblasts in SSc marked by Thy-1, FAP, and additional markers hold great promise to identify pathologic subsets of SSc fibroblasts.

## Methods

### Human skin tissue.

Paraffin-embedded skin biopsy sections were examined from 5 patients with SSc and 3 healthy controls obtained from the scleroderma registry at the University of Rochester Medical Center or Northwestern University. All patients with SSc fulfilled American College of Rheumatology criteria (44).

### Animals.

Thy-1–KO female mice (8 to 12 weeks old) (23), Thy-1 YFP mice (22) (catalog 003709, The Jackson Laboratory), both in the isogenic C57BL/6 background, and C57BL/6J (WT) (The Jackson Laboratory) were housed at constant temperature on a 12-hour light/12-hour dark cycle and given regular chow or HFD and water ad libitum. The HFD contained 60% fat (catalog D12492, Research Diets), and the mice were fed for 3 months. All mice were genotyped using genomic DNA isolated from tail biopsies using real-time PCR (Transnetyx). All control mice represent littermate controls. Both Thy-1–KO and Tsk-1 strains were backcrossed at least 10 generations with C57BL/6 before crosses were performed. The Tsk phenotype was assessed in Tsk-1 mice and double-transgenic mice by scruffing the neck as previously described (25), and the Tsk-1 single-transgenic mice uniformly demonstrated the Tsk phenotype.

### Bleomycin-induced fibrosis.

Mice were treated with bleomycin (1 mg/mL in PBS; 10 mg/kg/d) or PBS by daily s.c. injections in 2 spots on the dorsal back skin for up to 14 days and harvested at various time points as indicated. At the end of experiments, blood and tissues (skin and lung) were collected and processed for analysis. Each experimental group consisted of 3–5 mice, and experiments were repeated at least 2 times with consistent results.

### Tsk-1 model of fibrosis.

Male Tsk1^+^ mice (24) (catalog 014632, Jackson Laboratories) were crossed with female Thy-1–KO mice to generate Thy-1–deficient Tsk1^+^ progeny. Male mice were aged to 3 months, and full-thickness skin was harvested and processed for histology (Masson’s trichrome staining) and qPCR.

### Evaluation of fibrosis.

Harvested skin and lungs were fixed in 10% formalin, then embedded in paraffin, and 4 μm thick sections were stained with H&E or Masson’s trichrome. Thickness of the dermis was determined at 5 randomly selected locations/slide using QuPath (45).

### Lung fibrosis scores.

H&E-stained lungs were assessed for histological features consistent for fibrosis using the modified Ashcroft score as previously described (46). Lung fibrosis scoring was performed in a blinded fashion in 10 high-power fields (images at original magnification, ×20), which included 8 subpleural and 2 central lung regions.

### qPCR.

Upon harvest, tissues (skin and lung) were immersed in RNA*later* (QIAGEN) and stored at −80°C. The samples were homogenized with the Bullet Blender 24 Gold (Next Advance). RNA was isolated using the RNeasy Micro Kit or RNeasy Fibrous Mini Kit (QIAGEN), and cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Thermo Fisher Scientific). qPCR was performed using SYBR GreenER qPCR SuperMix (Invitrogen, Thermo Fisher Scientific), and quantification of gene expression was performed as previously described (47). All samples were normalized to YWHAZ gene expression, and results are expressed as the fold change of C_t_ values (mean of 3 replicates) compared with controls, using the 2^-ΔΔCt^ formula.

### Immunofluorescence.

We incubated 4 μm thick, paraffin-embedded sections of mouse lesional skin with rat anti–procollagen I (1:100; clone M-58, MilliporeSigma) primary Abs, followed by species-appropriate secondary Abs conjugated to Alexa Fluor 594 (Invitrogen, Thermo Fisher Scientific, A21201). Nuclei were detected using DAPI. Healthy controls and SSc skin sections were incubated with sheep anti-FAP (1:100 dilution; catalog AF3715, R&D Systems, Bio-Techne) and rabbit anti–Thy-1 (1:50 dilution; catalog ab92574, Abcam) primary Abs, followed by species-appropriate secondary Abs conjugated to Alexa Fluor 488 (Invitrogen, Thermo Fisher Scientific, A21200) or 647 (Jackson Immunoresearch, 313-607-003). Nuclei were detected using Hoechst 33342 (NucBlue Live Ready Probes, Molecular Probes, Thermo Fisher Scientific). Slides were evaluated using a Nikon A1 laser scanning confocal microscope.

### IHC.

Then, 4 μm thick, paraffin-embedded sections of mouse lesional skin were processed for IHC using chromogenic enzyme substrate reactions with DAB (catalog K3468, DAKO, Agilent Technologies). Slides were deparaffinized on an automated platform (Leica Autostainer XL) and next treated with an antigen retrieval step using a sodium citrate solution at pH 6 in a pressure cooker. Primary Abs for FASL (1:500; clone ab5285, Abcam), F4/80 (1:750; Cell Signaling Technology), and ASMA (1:3,000; clone ab5285, Abcam) were incubated at 4°C overnight in a humid chamber. Secondary Ab incubation and chromogenic reactions were performed using an automated system (intelliPATH, Biocare), and specimens were counterstained with hematoxylin. The stained sections were digitized using a whole-slide imaging system (Olympus VS120), and quantitative analysis was performed using QuPath software(45).

### IVIS.

Thy-1 YFP mice (*n* = 18) were treated with PBS (*n* = 3) or bleomycin (*n* = 15) and imaged serially using fluorescence imaging on an IVIS Spectrum animal fluorescence scanner (PerkinElmer). Fluorescence images were acquired with YFP filter settings (λ excitation max, 465 nm, and λ emission max, 520 nm), and the minimum, mean, and maximum intensities (photons/s/cm^2^/sr) were quantified by Living Imaging Acquisition and Analysis software.

### Thy-1 skin expression in SSc.

To interrogate expression of Thy-1 in SSc, 2 publicly available microarray data sets (GEO GSE58095 and GSE76886) of skin biopsies from patients with SSc and healthy controls were assessed. Normalized expression of Thy-1 was first determined for each sample and compared across disease subsets and controls. Among SSc samples with available clinical data, Thy-1 expression was correlated with the MRSS, a validated measure of skin fibrosis (48). In lung tissue, Thy-1 expression in SSc and control lungs was assessed in 2 additional publicly available data sets (GEO GSE48149 and GSE81292)

### Thy1 gene knockdown in primary skin fibroblasts.

Primary skin fibroblast cells were generated from biopsied skin samples collected from healthy participants and patients with SSc. For Thy-1 gene knockdown, cultured primary skin fibroblast cells (passage 4) were harvested and transfected with siRNA targeting human Thy1 (Stealth RNAi siRNA targeting human Thy1, Assay HSS144275, Invitrogen, Thermo Fisher Scientific) or scrambled RNA (Stealth RNAi siRNA Negative Control, catalog 12935112, Invitrogen, Thermo Fisher Scientific) using a Neon transfection system (Invitrogen, Thermo Fisher Scientific). For this, 50 pmol siRNA was electroporated into skin fibroblast cells using the Neon transfection system in 10 μL tips at 1,400 mV/20 ms/2 pulse, and cells were replated in 24-well plates. A total of 18 hours after the transfection, cells were serum-starved for 8 hours and after that were cultured with or without 5 ng/mL of TGF-β1 for 24 hours (for RNA) or 48 hours (for protein). After that, cells were washed twice with PBS and harvested for RNA or protein isolation and subsequent quantification of mRNA and protein level expression levels of Thy1 and fibrosis-related genes.

### RNA-Seq.

RNA was extracted from skin of PBS- and bleomycin-treated WT and Thy-1–KO mice using RNeasy Micro Kit or RNeasy Fibrous Mini Kit (QIAGEN). Next, a genomic mRNA library was generated using a TruSeq stranded library (Illumina). RNA-Seq was performed using the NextSeq platform (Illumina) at a density of 20 million read pairs/library. DESeq2 (49) v1.22.1 within R 3.5.1 was used to perform data normalization and differential expression analysis with an adjusted *P* value threshold of 0.05 on each set of raw expression measures. The lfcShrink method was applied, which moderates log_2_ fold changes for lowly expressed genes. Significantly upregulated and downregulated genes (based on *P* adjusted < 0.05 and absolute [log_2_ fold change] > 0) were submitted to Enrichr (https://maayanlab.cloud/Enrichr/) to identify significantly enriched pathways dysregulated in each phenotype, and we assessed the top significantly enriched KEGG pathways based on pairwise comparison between upregulated or downregulated genes. RNA-Seq data have been deposited in the GEO database with accession number GSE211834.

### Statistics.

Results are presented as the mean ± SD unless otherwise indicated. A 1-way ANOVA with Tukey’s multiple-comparison test was used when more than 2 values were directly compared with each other. For 2-group comparisons, a 2-sided *t* test was used. Generally, experiments included at least 3 independent values from 2 independent experiments. *P* values less than 0.05 were considered statistically significant. In pairwise comparisons, Spearman’s rank method was used to assess correlation. Statistical analyses and graphs were performed with GraphPad Prism (GraphPad Software version 9).

### Study approval.

Animal studies complied with the Public Health Service Policy on Humane Care and Use of Laboratory Animals and all animal protocols were approved by the University of Rochester (number 102056). For human studies, samples were deidentified and were obtained as part of an IRB-approved protocol at the University of Rochester (study 1713). Written informed consent was obtained from all participants and was in accordance with the Helsinki Declaration.

Prior publication: This work was previously presented at the American College of Rheumatology Meetings November 8–13, 2019 (Atlanta, Georgia, USA), and November 5–9, 2020 (virtual), and the Keystone Symposia on Fibrosis February 19–23, 2020 (Victoria, British Columbia, Canada).

## Author contributions

RGM and BDK designed the study. RGM, PD, AP, SD, MN, LS, and BDK performed the experiments and analyzed the data. RNA-Seq analysis was performed by BDK. JV, AP, and CR gave conceptual advice and helped with the data interpretation and manuscript draft. RGM and BDK wrote the manuscript draft. All authors contributed to the draft review.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
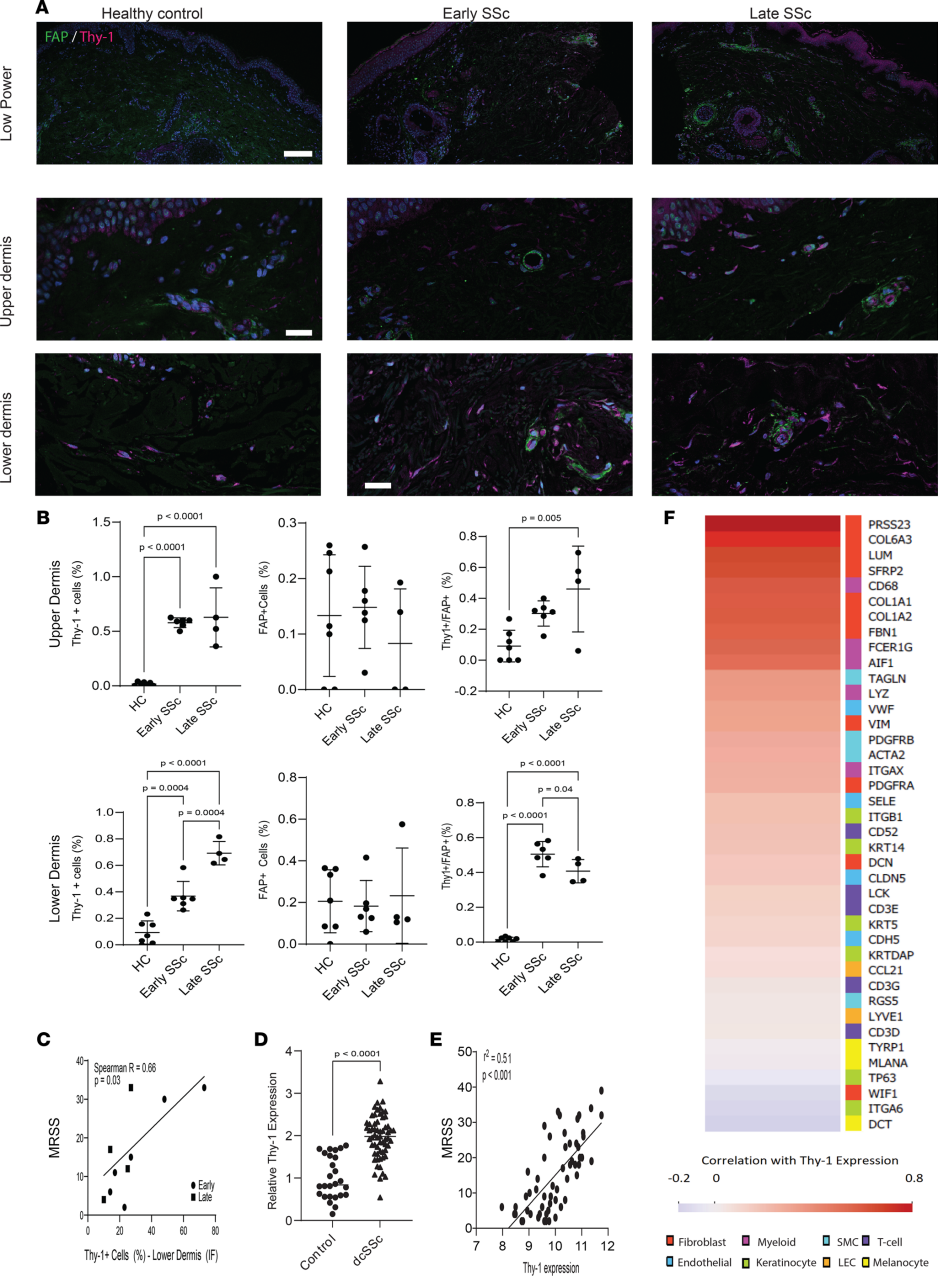
Increased Thy-1 expression in SSc skin biopsies. (**A**) Immunofluorescence using Abs to Thy-1 (magenta) and FAP (green); nuclei stained with Hoechst (blue). Skin biopsies from patients with diffuse SSc with early (< 3-year duration, *n* = 7), late (> 3-year duration, *n* = 4) disease and age-matched healthy controls (*n* = 6). Representative photomicrographs. Scale bars: 250 μm (upper row), 100 μm (lower 2 rows). (**B**) Quantification of cells within the upper (top panel) and lower dermis (bottom panel) immunopositive for FAP (left), Thy-1 (middle) per total cells in 3 high-power fields per participant, and FAP^+^Thy-1^+^ cells per total Thy-1^+^ cells (right) in 3 high-power fields per participant. ANOVA with Tukey post hoc test. Bars represent means with SDs. (**C**) Correlation between Thy-1^+^ cells in the reticular dermis with the MRSS. (**D**) Thy-1 gene expression was assessed in a SSc skin biopsy transcriptome data set (GEO GSE58095). *P* values calculated using 2-sided *t* test. *n* = 64 SSc and 38 controls. Data are presented as means ± SDs. (**E**) Correlation between Thy-1 gene expression and MRSS. Spearman’s rank correlation test. *n* = 63. (**F**) Heatmap representing correlation between Thy-1 expression and expression of genes demonstrated to identify subpopulations of skin cells. Scale represents correlation (Spearman’s *r*) and genes are listed in order from highest to lowest correlation with colors on the right corresponding to cellular populations marked by each gene. SMC, smooth muscle cells; LEC, lymphatic endothelial cells.

**Figure 2:**
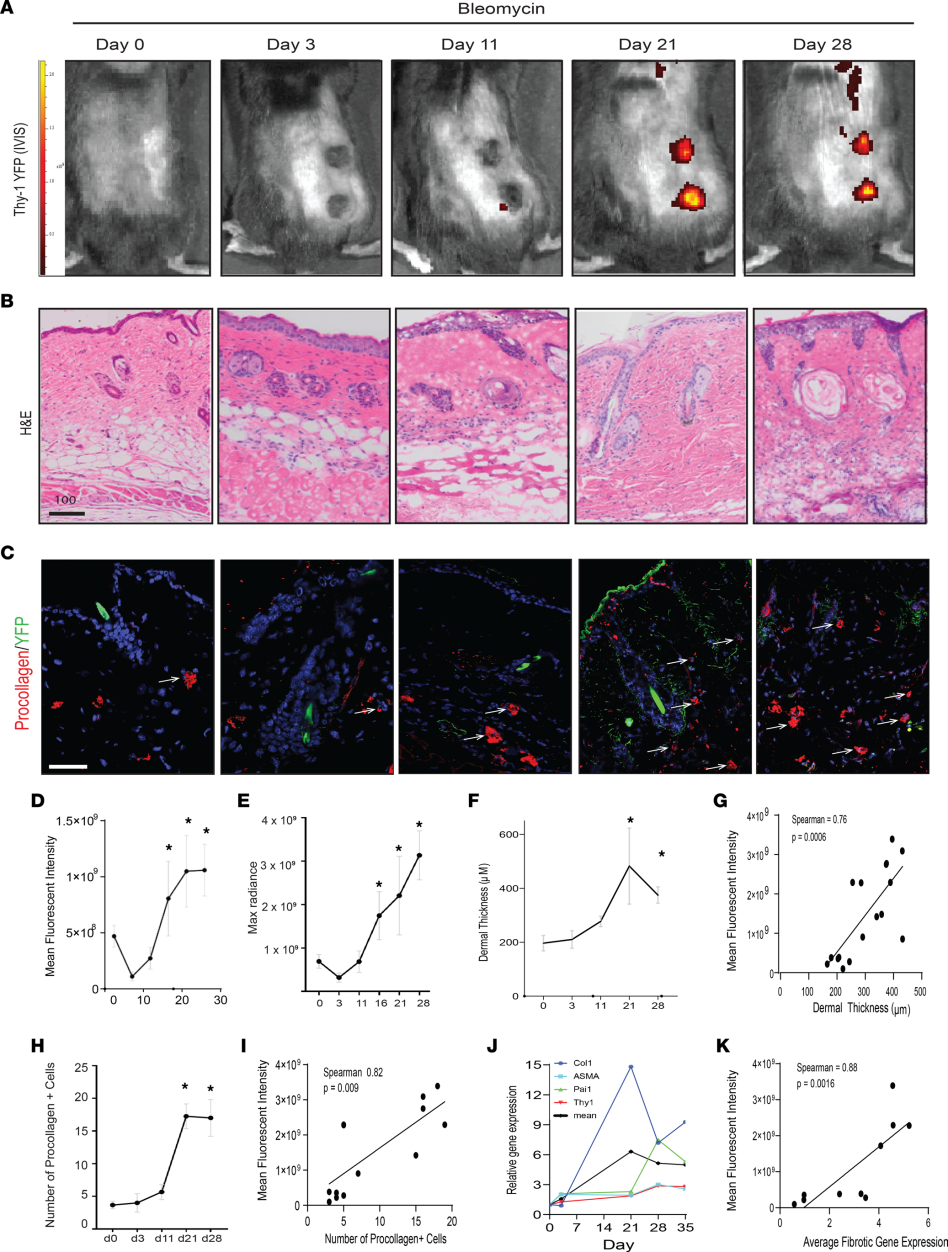
Thy-1 YFP can serve as an in vivo marker of skin fibrosis. (**A**) Representative images of YFP signal (radiance efficiency [photon/s/cm^2^/sr]/[μW/cm^2^]) measured at λ excitation max, 465 nm, and λ emission max, 520 nm by IVIS Spectrum after bleomycin injection. (**B**) Representative H&E-stained skin images showing temporal increase in dermal thickness induced by bleomycin. Scale bar: 100 μm. (**C**) Representative immunofluorescence imaging for Abs against pro–collagen type 1 (red, white arrowheads) as well as endogenous YFP label (green). Scale bar: 100 μm. (**D**) Average and (**E**) maximal YFP fluorescence radiance measured over time (days). Data are shown as mean ± SD. Tukey’s multiple-comparison test. *P < 0.05 compared with day 0. *n* = 3 per group. (**F**) Quantification of dermal thickness over time (days) in bleomycin-treated mice, as determined by 5 high-power fields per mouse. Values are the mean ± SD. *P* values calculated using 2-sided *t* test. *P ≤ 0.05 versus day 0. *n* = 3–4 per group. (**G**) Correlation between dermal thickness and YFP maximal fluorescence intensity by IVIS. Spearman’s rank correlation. (**H**) Number of procollagen-immunopositive cells per high-power field. Results are mean ± SD from 3 high-power fields per mouse. *P* values calculated using 2-sided *t* test. *P ≤ 0.05. *n* = 3. (**I**) Correlation between number of pro–collagen 1^+^ cells and YFP maximal fluorescence intensity. Spearman’s rank correlation test. (**J**) Gene expression changes over time (*PAI1*, ASMA, *COL1A1*, and *THY1*) in skin treated with bleomycin analyzed by qPCR. The thicker black line represents the mean of all fibrotic genes. Data represent mean gene expression per time point. *n* = 3–4. (**K**) Correlation between the average of fibrotic gene expression and YFP maximal fluorescence intensity. Spearman’s rank correlation test. *PAI1*, plasminogen activator inhibitor-1; ASMA, α–smooth muscle actin (*ACTA2*).

**Figure 3:**
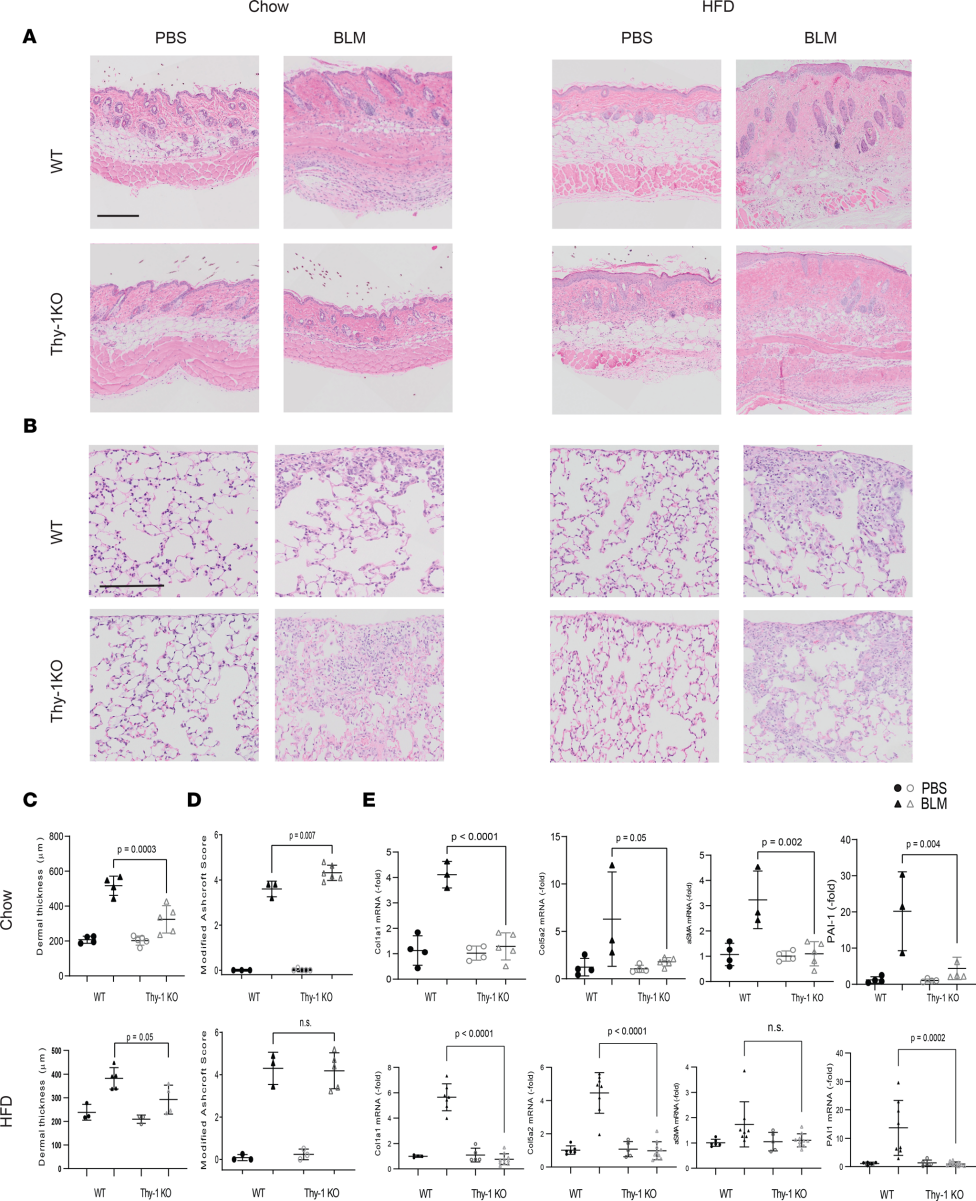
Thy-1–KO mice have attenuated bleomycin-induced skin fibrosis. (**A**) Representative images of H&E-stained skin after bleomycin or PBS injections in chow- and HFD-fed mice. Scale bar: 200 μm. (**B**) Representative H&E-stained lungs after bleomycin or PBS injections in chow and HFD-fed mice. Scale bar: 100 μm. (**C**) Dermal thickness as determined by 5 high-power fields per mouse (*n* = 3–5 mice/group). ANOVA with Tukey post hoc test. (**D**) Fibrosis scores (modified Ashcroft score). Results are mean ± SD from 10 high-power fields per mouse (*n* = 3–5 mice/group chow diet, *n* = 5–10 mice/group HFD). Mann-Whitney *U* test. (**E**) Expression of Col1a1, PAI-1, ASMA, and Col5a2 assessed by qPCR. Results were normalized to YWHAZ (*n* = 3–5 mice/group chow diet, *n* = 5–10 mice/group HFD). ANOVA with Tukey post hoc test.

**Figure 4:**
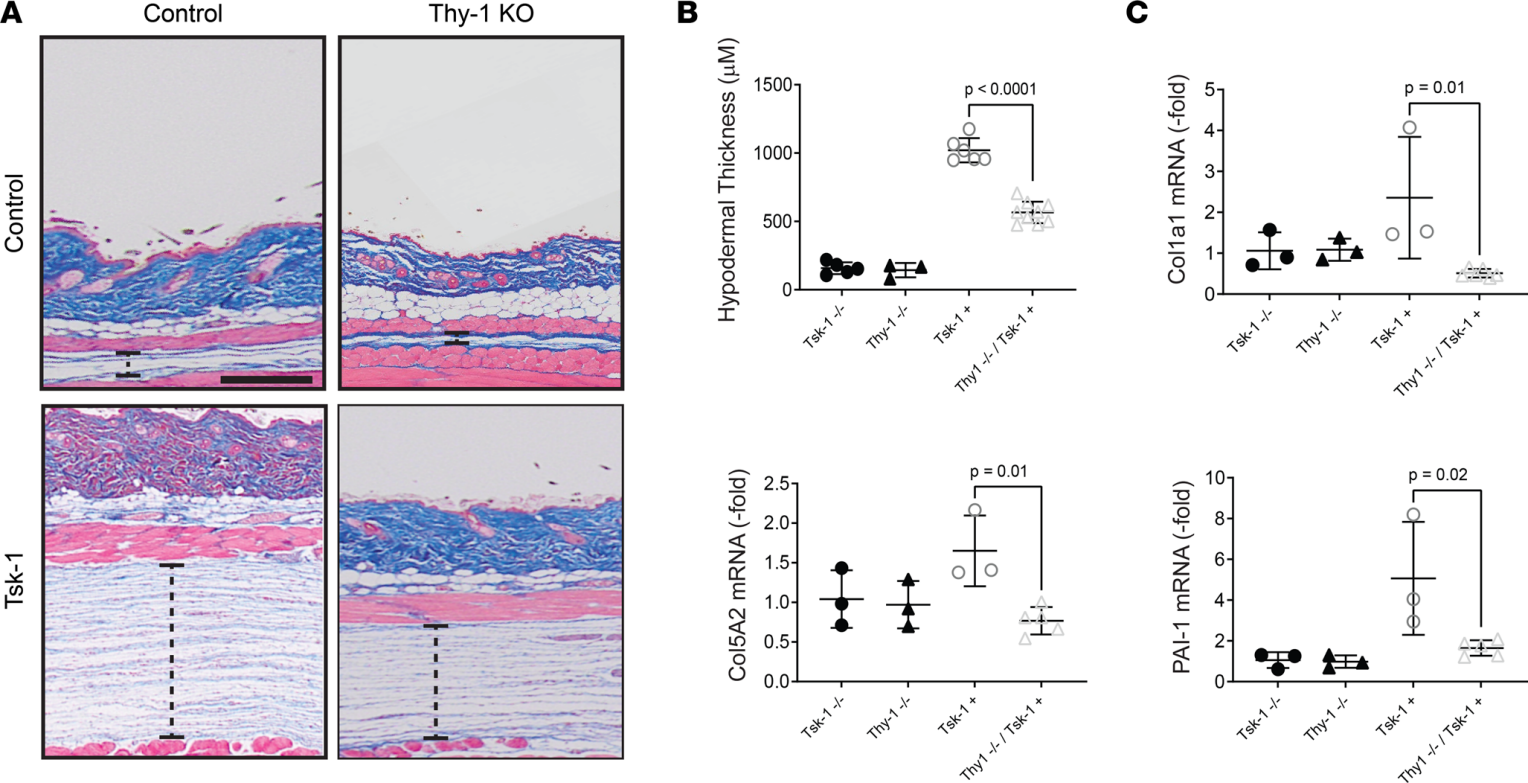
Tsk-1 mice lacking Thy-1 have attenuated skin fibrosis. (**A**) Representative Masson’s trichrome–stained images. Dashed line represents hypodermis. Scale bar: 250 μm. (**B**) Quantification of hypodermal thickness as determined by 5 high-power fields per mouse. *n* = 4–9 mice/group. ANOVA with Tukey post hoc test. (**C**) Expression of PAI-1, Col5a2, and Col1a1 assessed by qPCR. Results were normalized to YWHAZ (*n* = 3–6 mice/group). Results are mean ± SD. ANOVA with Tukey post hoc test.

**Figure 5:**
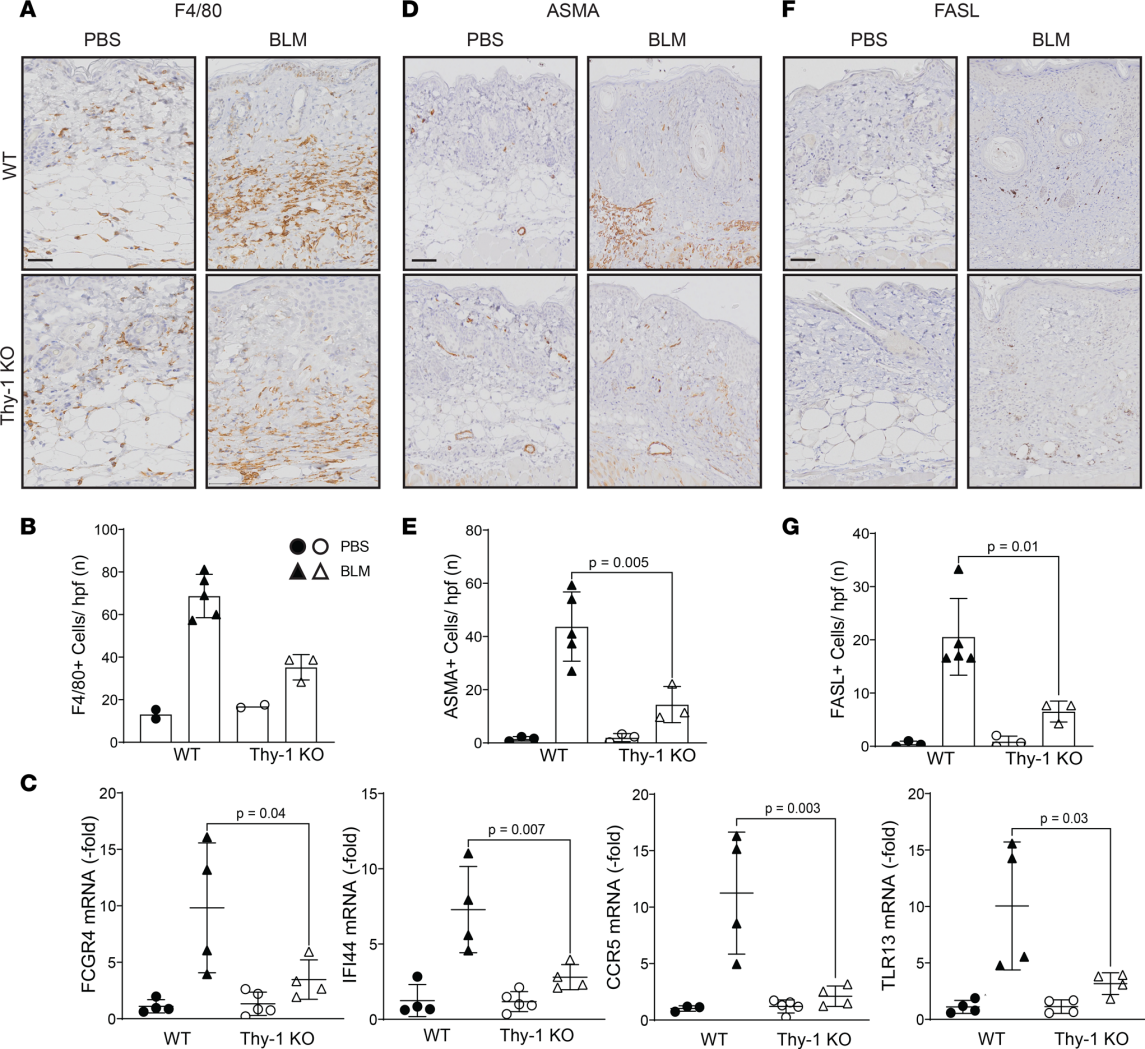
Thy-1–KO mice display decreased inflammation, number of myofibroblasts, and apoptosis during skin fibrosis. Representative IHC stains against F4/80 (**A**), ASMA (**D**), and FASL (**F**). Scale bar: 50 μm. Quantitative analysis of positive cells for F4/80 (**B**), ASMA (**E**), and FASL (**G**). Values are the mean ± SD of 3 high-power fields per mouse. ANOVA with Tukey post hoc test in **E**. *n* = 2–5 mice/group; solid circles represent WT mice and open circles represent Thy-1–KO mice. (**C**) Expression of FCGR4, IFI44 CCR5, and TLR13 assessed by qPCR. Results were normalized to YWHAZ (*n* = 4–5 mice/group). Results are mean ± SD. ANOVA with Tukey post hoc test.

**Figure 6:**
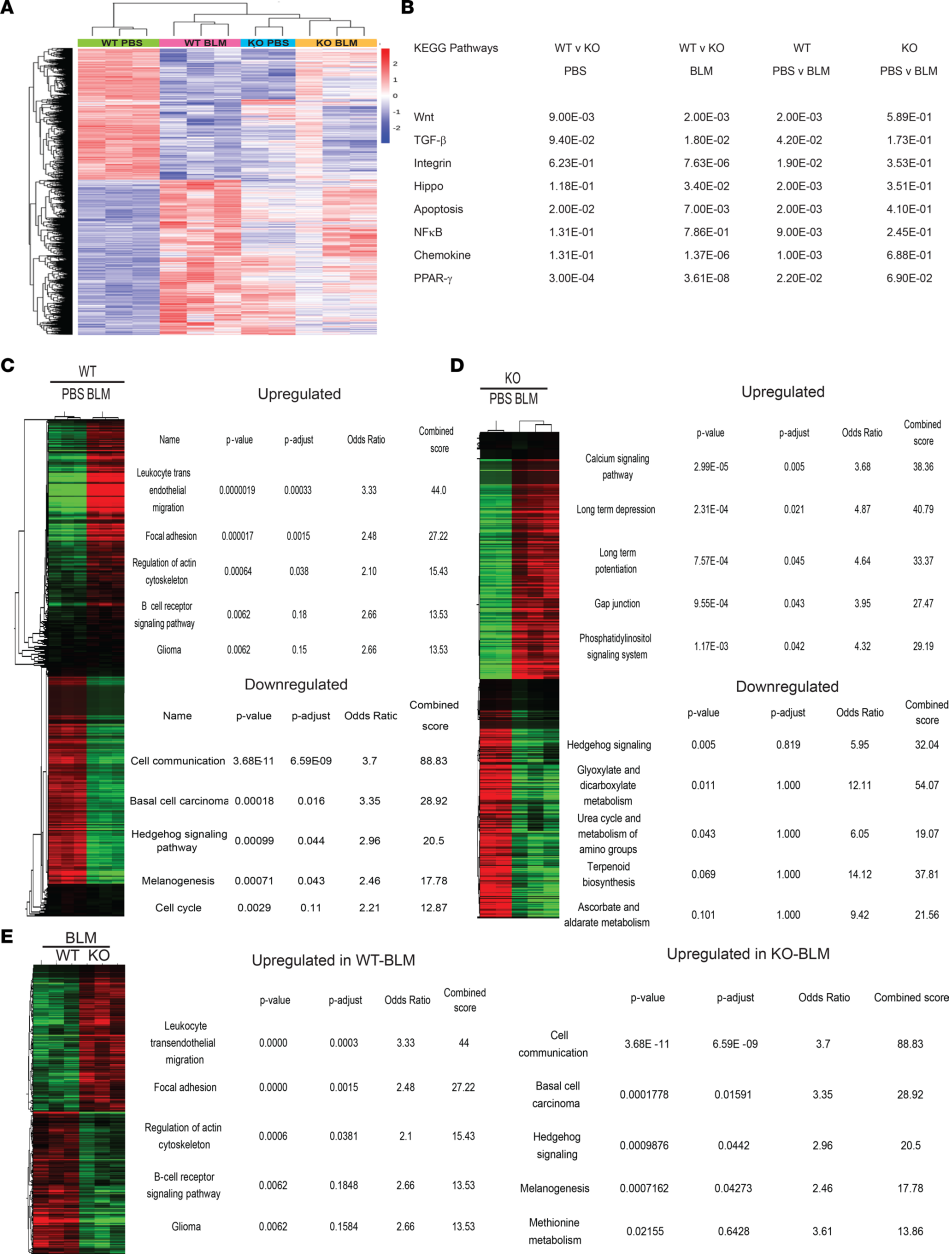
Thy-1 differentially modulates fibrotic pathways. (**A**) Heatmap of differentially expressed genes visualized using hierarchical clustering. *n* = 2–3 per group. (**B**) Pairwise pathway analysis for KEGG pathways implicated in fibrosis. Data represent *P* values for Tukey’s multiple-comparison test. (**C**) Differentially expressed KEGG pathways identified by Enrichr comparing PBS- and BLM-treated WT mice, (**D**) PBS- and BLM-treated Thy-1–KO mice, and (**E**) BLM-treated WT and Thy-1 KO. BLM, bleomycin.

How the deposited data were processed for this re-analysis (not part of the article)

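RNA-Seq of skin from 12 female C57BL/6 mice was used: 3 WT PBS, 3 WT BLM, 3 KO PBS and 3 KO BLM mice, harvested on day 21. The authors prepared stranded mRNA libraries, sequenced them as read pairs and counted reads per gene. The file holds whole numbers for 55453 genes, listed by symbol, in 12 columns headed by mouse number, and these are read counts without normalization. The authors then normalized and tested with DESeq2. The paper's text names no aligner, counting tool, genome build, annotation or use of strand for the counts. Genome positions were taken from GENCODE M21 (GRCm38) by symbol for the 54471 genes with 1 match, 98.2% of those in the file. The legend of Figure 6A gives a range for the number of mice per group, and the paper's text names no mouse left out. Its heatmaps, read by eye, draw fewer KO PBS mice. All 3 KO PBS mice were used here, and each was left out in turn as an alternative.

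Library totals ran from 26473700 to 38890450 counts, with a median of 31494965. Of the 34689 genes with a count, edgeR's filterByExpr (at least 10 counts in the smaller group after scaling, and 15 in total) kept 18311. Counts were normalized by TMM and fitted in edgeR 4.0.16 with a quasi-likelihood negative binomial model of 4 group means. The 4 comparisons between groups and the difference between the bleomycin responses of the genotypes were tested as contrasts, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The common dispersion was 0.122, which is a biological coefficient of variation of 34.9%. A log2 CPM uses a prior count of 2. A gene with at most 3 counts in every mouse of a group was taken as at the floor there, and its fold is given as a lower bound against those 3 counts. Setting such genes to their bound moved the mean of a list by at most 0.05 on the log2 scale. No pairs of mice could be formed, because every mouse has its own number and its litter is not given. The steps were tested on simulated data with the same library sizes and the common dispersion for every gene and group. In WT BLM, 200 genes changed 4-fold. Of these 178 were recovered (89%), 7 other genes were called (3.78% of the calls), and 0 genes were called in a contrast without changes. Genes were drawn independently. The real spread differed between groups (median SD 0.155 in WT PBS and 0.362 in KO PBS), so these rates need not hold for the real comparisons.

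The pathway lists (8 for Figure 6B and 13 for Figure 6, C–E) and 14 lists that describe the tissue (growing hair, pigment, skeletal muscle, adipocyte, macrophage, T cell, interferon response, fibroblast matrix, epidermal differentiation, sebaceous gland, erythrocyte, female sex, male sex and circadian clock) were written from gene names, since no KEGG release was used. They were fixed before the data were examined, as were the comparisons, the tests, the thresholds, the rule for naming genes and the alternatives, except for those said to be chosen later. Lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with fry, and with a correlation estimated for each list. Enrichment among called genes was tested with one-sided Fisher's exact tests (126 tests adjusted together) against the genes tested. Distances between mice, principal components and clustering used the 500 most variable genes. The text names every gene the paper names for skin (25 genes) and, for each comparison, up to 3 genes that rose most and 3 that fell most among those past the threshold, with a mean of at least 1 log2 CPM, no overlap between the groups and a gene name other than a model number.

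The alternatives were DESeq2 1.42.0 with its own size factors and filtering, RLE and upper-quartile normalization, no filter on low counts, genes with a mean of at least 1 CPM, a model with only the 2 groups compared, leaving out each mouse in turn, and for lists fry, an estimated correlation, Reactome sets of the nearest name (as supplied with fgsea 1.28.0) and lists without muscle and hair genes. Chosen after seeing the data were the mean log2 CPM of the hair list as a covariate, DESeq2 without each KO PBS mouse in turn, and the enrichment tests with each mouse left out. The alternatives set for normalized input were not run, because the file holds counts. R 4.3.3 was used for all fits, and Python 3.11.15 with matplotlib 3.10.9 for the plots. The paper's shrinkage of fold changes was not used here, because it does not alter which genes pass the threshold. The other experiments of the paper (human skin and fibroblasts, immunostaining, qPCR) were not analysed here.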

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

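The tests of hair growth phase, of the amount of muscle and of strain variants were chosen only after the results were seen, while those of DNA carried along with the Thy1 locus and of the sex of the mice were set earlier.

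For 14 of 21 pathway lists, the response to bleomycin differed between WT and Thy-1–KO mice in a test of the difference itself (camera, adjusted over the 21 lists). The mean difference on the log2 scale, KO response minus WT response, was -0.68 for integrin, -0.29 for NF-κB, -0.65 for chemokine, -0.44 for leukocyte transendothelial migration, -0.55 for focal adhesion, -0.49 for B cell receptor, -0.57 for Toll-like receptor, -0.85 for calcium signaling and -0.38 for phosphatidylinositol signaling. It was 0.19 for hippo, 0.50 for cell cycle, 0.61 for Hedgehog, 0.77 for basal cell carcinoma and 0.43 for terpenoid backbone. With fry 11 of the 14 passed, all but hippo, NF-κB and chemokine, and the estimated correlation was not run for this family. All 14 also passed in the same direction without KO PBS replicate 136. With the hair growth list as a covariate, 1 of the 14 lists (terpenoid backbone) still differed in the same direction. All 3 WT PBS mice are high in this list and all 3 WT BLM mice are low, so the covariate follows treatment in WT mice. A difference in hair growth phase and a difference between genotypes in the response cannot be told apart for these lists, because no WT mouse has the phase of the other group. The skeletal muscle list had a mean log2 fold change of 2.93 in WT mice and 0.41 in KO mice. Between KO BLM and WT BLM its mean was -1.02 (adjusted p = 4.0e-10 with camera, 0.160 with fry). Whether the amount of muscle accounts for part of the differences in these lists was not tested. A protective effect of the missing Thy-1, which the design names, stays among the open explanations.

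The skeletal muscle list, which the paper does not discuss, was higher in WT BLM than in WT PBS by a mean log2 fold change of 2.93, with 35 of its 36 genes called. In KO mice its mean was 0.41 (adjusted p = 0.474), from a higher start: the list was higher in KO PBS than in WT PBS by 1.5 (adjusted p = 3.1e-13 with camera, 0.116 with fry). KO PBS replicates 137 and 139 had mean log2 CPM of 8.30 and 7.84, against 6.54 in KO PBS replicate 136 and at most 6.47 in WT PBS mice. Its 3 most abundant genes, picked by level, were Acta1 (1635 CPM in WT PBS and 9723 CPM in WT BLM), Atp2a1 (980 and 5052 CPM) and Myh1 (1051 and 5829 CPM). With the hair covariate the mean of the list remained 1.78 (adjusted p = 7.9e-15 with camera), and none of its 36 genes was called. The covariate follows treatment in WT mice, so hair growth phase and treatment cannot be told apart for this list. A larger share of muscle in the WT BLM samples stays open as a cause. The 32 abundant genes of the list rose by 1.82 to 5.00, with a median standard error of 0.52. Their scatter about 1 common factor was 0.857 per degree of freedom, where a single factor predicts a value near 1. The standard errors include the spread between mice that these genes share (list means of 9.54, 9.13 and 8.58 in WT BLM mice), which lowers this value. This test could therefore not tell a single factor from rises that differ between genes. It could not separate a deeper biopsy from growth of muscle under treatment either, and no biological explanation was tested.

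The interferon response list was higher in WT BLM than in WT PBS by a mean of 2.74 and the T cell list by 1.74, a list of 20 genes that includes Thy1 itself. The most abundant genes were Irf7 (27.3 CPM in WT PBS and 164 CPM in WT BLM) for interferon and, after Thy1, Trbc2 (11.0 and 19.7 CPM) for T cells. Both lists passed with fry. Between KO PBS and WT PBS mice they were also higher, interferon by 1.19 (adjusted p = 4.3e-08) and T cell by 0.75 (adjusted p = 0.000952), with camera and not with fry. With the hair covariate the interferon list kept a mean of 1.07 (adjusted p = 5.7e-18 with camera), and none of its 26 genes was called. The T cell list had 0.46 (adjusted p = 0.131 with camera) in that fit. Hair growth phase and an effect of bleomycin cannot be told apart for either list in WT mice, since the covariate follows treatment there. In KO mice, where hair growth did not separate the treatments, the same fit gave 1.44 for T cell (adjusted p = 4.4e-16 with camera). It gave 1.64 for interferon (adjusted p = 8.5e-26 with camera). For KO mice these values argue against hair growth phase as the whole cause. Inflammation caused by bleomycin, which the design names, stays open for both.

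The circadian clock list was higher in WT BLM than in WT PBS by a mean of 0.61 (adjusted p = 0.0184). It did not pass with fry. In KO PBS against WT PBS its mean was 0.70 (adjusted p = 6.6e-06 with camera, 0.0717 with fry). With the hair covariate its mean was -0.0021, and hair growth phase and treatment cannot be told apart for it for the same reason. The labels give no hour of harvest, so an effect of time of day was not tested.

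Between KO and WT mice, 7 genes were called under both treatments and in the same direction, a set the paper does not discuss. All but Wdfy1 were named after their values were seen. Tnfrsf23 was lower in KO mice, with a log2 fold change of -6.35 under PBS and at least 300-fold under bleomycin, and Rbpj-ps3 was lower with -4.45 and -5.75. Wdfy1 was higher. Gm29787, Gm9855, Gm14719 and Gm14292, which are processed pseudogenes, were at the floor in WT mice and at least 64.7-fold, 74.0-fold, 95.1-fold and 25.5-fold higher in KO PBS mice. DNA of a donor strain carried along with the targeted Thy1 locus would put such genes near Thy1 on chromosome 9, but all 11 of the called baseline genes with a position lie on other chromosomes, although 192 genes within 10 Mb of Thy1 were tested. Sex is excluded for the 12 mice, since every one had Xist counts (at least 8365) and 0 counts on Y-linked genes. Strain variants at several loci may account for part of the set: among the 20 genes called under either treatment with a position, 3 neighbouring pairs lay within 1 Mb of each other, against a mean of 0.316 in 10000 random sets (permutation p = 0.0029), and 6 were pseudogenes (30% against 2.62% of genes tested, Fisher's exact p = 8.8e-06). Of the neighbouring pairs, Gm21451 lies inside Gm16867 on chromosome 14, so that pair may be a single locus counted again. The paper describes its control mice as littermates and the KO strain as backcrossed, and neither was tested for these mice. Neighbouring genes of one family can share a cause of another kind, so regulation by Thy-1 was not excluded.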

How the results depend on the processing

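The hair covariate, DESeq2 without single KO PBS mice and the enrichment tests without single mice were chosen after seeing the data. Where no cause is named, the cause was not tested.

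RLE normalization changed no count of genes by more than 1.5 times, and neither did the minimum of 1 CPM. The count of genes called between WT BLM and WT PBS also stayed within 1.5 times its value with DESeq2, with upper-quartile normalization, without a filter and with only the 2 groups in the model. DESeq2 called 6089 of the 6222 genes. Fewer mice gave fewer genes, from 2615 to 4027 across the fits that each left out one WT mouse, the fewest without WT PBS replicate 160, while leaving out one KO mouse gave up to 8565, the most without KO PBS replicate 136, and the hair covariate left 3 (1758 at an unadjusted p under 0.05).

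The count in Thy-1–KO mice was 34 with upper-quartile normalization, 176 without a filter, 1212 with DESeq2, 0 with only the 2 groups in the model (2214 at an unadjusted p under 0.05) and 1625 with the hair covariate. Across the fits that each left out one mouse it ran from 0 to 2632, and with DESeq2 it was 4211 without KO PBS replicate 136, 897 without 137 and 518 without 139. The 56 genes were all among those called by DESeq2, with the hair covariate, without KO PBS replicate 136 and without KO BLM replicate 141.

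Between bleomycin-treated KO and WT mice, DESeq2 called 614 genes, the model of 2 groups 6, and the fits without one of these 6 mice 5 to 11, the fewest without WT BLM replicate 147. Of the fits without one of the other 6 mice, the one without KO PBS replicate 136 called 1292. DESeq2 called 3021, 876 and 729 without KO PBS replicates 136, 137 and 139. Between PBS-treated mice, DESeq2 called 755, the model of 2 groups 2, and the fits without one mouse 6 to 6870, the most without KO PBS replicate 136. DESeq2 called 7651, 117 and 92 without KO PBS replicates 136, 137 and 139. The difference between the responses gave 20 genes without a filter and 3279 with DESeq2, 0 to 7470 without one mouse, the most without KO PBS replicate 136, and 8176, 1262 and 1291 with DESeq2 without KO PBS replicates 136, 137 and 139.

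The 4 lists of Figure 6B raised in WT mice fell to 0 with an estimated correlation (0 at an unadjusted p under 0.05) and stayed at 4 in each fit without one of the 12 mice. With Reactome sets the integrin, NF-κB and chemokine sets stayed raised in WT mice and apoptosis did not (0.093, adjusted p = 0.812). The Reactome PPAR set was lower there (-0.15, adjusted p = 0.0413). The 3 raised in KO mice became 1 with fry, 0 with an estimated correlation (0 at an unadjusted p under 0.05), and 1 to 4 without one mouse, the fewest without KO PBS replicate 136. With Reactome sets apoptosis and chemokine stayed raised in KO mice. NF-κB did not pass (0.14, adjusted p = 0.372), while integrin did (0.29, adjusted p = 0.0239). The 2 lower in KO BLM than in WT BLM became 0 with fry (1 at an unadjusted p under 0.05), 0 with an estimated correlation (0 at an unadjusted p under 0.05), 1 with Reactome sets and 1 with the hair covariate (integrin in both), and 1 to 3 without one mouse, with 1 without WT BLM replicate 147 and 1 without KO BLM replicate 141. The chemokine list, -0.16 on all mice, had a mean of 0.046 with Reactome sets (adjusted p = 0.813) and reversed with the hair covariate, higher in KO BLM by 0.34 (adjusted p = 0.0416). The 17 enriched lists of Figure 6, C–E, are all in WT mice. The count over the 3 comparisons was 27 on DESeq2 calls (17 in WT mice, 4 in KO mice and 6 between the bleomycin-treated groups) and 35 with camera (15, 9 and 11). With the hair covariate 0 lists were enriched in WT mice (2 of 42 tests at an unadjusted p under 0.05), and the 6 found were in KO mice. Only 3 genes were called in WT mice in that fit, so this test could not show whether the 17 remained. By camera in the same fit, where the covariate follows treatment, 4 lists of Figure 6B stayed raised in WT mice. They were integrin (0.55, adjusted p = 5.3e-07), chemokine (0.40, adjusted p = 0.00671), apoptosis (0.33, adjusted p = 0.0113) and NF-κB (0.22, adjusted p = 0.0430). In KO mice the integrin list was raised too (0.37, adjusted p = 0.00786). The count was 15 to 28 without one mouse (28 without KO PBS replicate 136, of which 16 in WT mice), and 35, 29 and 29 with DESeq2 without KO PBS replicates 136, 137 and 139 (17, 16 and 17 in WT mice).

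The ratio of distances kept its value within the spread between mice under all 3 alternatives (1.70 to 2.36). The correlation between the responses of the genotypes ran from -0.278 to 0.603 without one mouse, reversed without KO PBS replicate 136 and highest without KO BLM replicate 141. The correlation of the WT response with the difference of WT BLM from KO BLM was 0.872 over the genes called in WT mice and 0.565 to 0.847 without one mouse, lowest without KO BLM replicate 141.

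Of 53 results for named genes, 23 changed direction or crossed the threshold under some alternative. With DESeq2 4 became stronger, with upper-quartile normalization 6 became weaker, and without one mouse of the comparison 69 values were weaker, 5 stronger and 3 reversed. The reversed ones were Adgre1 in KO mice (-0.085 without KO PBS replicate 136, up to 0.64), Col1a1 between bleomycin-treated mice (from -0.61 up to 0.11 without KO BLM replicate 141) and Fasl between bleomycin-treated mice (-0.43 without KO BLM replicate 143, up to 0.61), none of which passed the threshold. No scaling moved the median log2 fold change of all genes by more than 0.1. The alternatives set for normalized input were not run, because the values are counts. With 3 mice per group the spread between mice limits the comparisons. In the simulated data a dispersion of 0.0608 in place of 0.122 raised the changed genes recovered from 178 to 196. Whether the depth, at least 26473700 counts per library, limits them too was not tested.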

Differences from the paper's values

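The settings that left out a KO PBS mouse with DESeq2, or any mouse in the enrichment tests, were chosen after seeing the values. The paper's values from Figure 6 were read by eye. Its odds ratios come from KEGG pathways in Enrichr, and its text names no background. Those here come from lists written from gene names, set against the genes tested. Unlike lists and backgrounds are therefore compared, and whether they account for the gaps below was not tested. For the enrichment tests the alternatives set before the data were examined are the calls of DESeq2 and upper-quartile normalization.

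In Fig. 6C the paper's odds ratio of the basal cell carcinoma pathway among genes lowered in WT BLM is about 3.4, against 8.93 here, 8.02 on DESeq2 calls and 8.70 with upper-quartile normalization. The paper's value for cell cycle is about 2.2 in Fig. 6C, against 4.22 here, 4.94 on DESeq2 calls and 4.11 with upper-quartile normalization. None of the alternatives set before the data were examined closed these 2 gaps. The cell cycle value came within 1.5 times the paper's without WT PBS replicate 159 (2.23), WT PBS replicate 161 (2.00), WT BLM replicate 145 (2.48) or WT BLM replicate 146 (3.05), settings chosen after seeing the values.

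In Fig. 6D the paper's odds ratios in KO mice are about 4.3 for phosphatidylinositol signaling among genes raised, and among genes lowered about 6.0 for Hedgehog, about 12 for glyoxylate, about 6.1 for urea cycle and about 14 for terpenoid metabolism. Each was 0 here, because no gene called in that direction was in the list. On DESeq2 calls they were 0, 2.21, 0, 0 and 1.59, and with upper-quartile normalization all were 0, so none of the alternatives set before the data were examined closed a gap, and no setting chosen later reached these values either. Calcium signaling, about 3.7 among genes raised in Fig. 6D, was 2.94 here from 1 called gene and 0.397 on DESeq2 calls.

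The 6 values read by eye from Fig. 6E equal those read for the same pathways from Fig. 6C, so a match with Fig. 6E is also a match with the paper's values for WT mice. In Fig. 6E the paper's odds ratios among genes lower in KO BLM than in WT BLM are about 3.3 for leukocyte transendothelial migration, about 2.5 for focal adhesion and about 2.7 for B cell receptor, and among genes higher about 3.4 for basal cell carcinoma, about 3.0 for Hedgehog and about 2.5 for melanogenesis. Each was 0 here. On DESeq2 calls leukocyte transendothelial migration (3.42), B cell receptor (2.79) and basal cell carcinoma (4.86) came within 1.5 times the paper's values, while focal adhesion (3.95), Hedgehog (4.76) and melanogenesis (4.19) did not, and with upper-quartile normalization all were 0. Without KO PBS replicate 136, a setting chosen after seeing the values, all 6 came within 1.5 times, with edgeR (3.3, 3.03, 2.49, 3.19, 2.66 and 3.49) and with DESeq2 (2.46, 2.2, 2.19, 3.55, 2.72 and 2.06, in the order given). With DESeq2, B cell receptor also did so without KO PBS replicate 137 (2.24), and leukocyte transendothelial migration (2.78), B cell receptor (2.89) and melanogenesis (3.41) without KO PBS replicate 139, all chosen after seeing the values.

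The paper states a depth of 20 M (mega) read pairs per library, and the median total of counts on genes was 31.5 M. Whether a pair is 1 count or 2 is not stated. If each read of a pair is a count of its own, the median is 15.7 M read pairs, which is within 1.5 times the paper's value. No alternative set before the data were examined changes these totals.

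The paper states that 8 pathways were raised by bleomycin in WT mice. Here the Wnt (-0.26) and hippo (-0.22) lists were lower and the TGF-β (0.0039) and PPAR (0.099) lists did not pass. It states that they were not raised in KO mice, where the chemokine (0.59), NF-κB (0.38) and apoptosis (0.31) lists were raised here. With fry, apoptosis alone was raised in KO mice. It states that all of them but NF-κB were lower in KO BLM than in WT BLM, where 2 lists (integrin and chemokine) were lower here and the Wnt (0.098) and hippo (0.11) lists had means above 0. The paper describes a clear separation of WT from KO mice, and Figure 6A draws the WT PBS mice as a branch of their own, where KO PBS replicate 136 and KO BLM replicate 141 shared the branch of the WT PBS mice here. The paper states that calcium and phosphatidylinositol pathways were raised and urea cycle, glyoxylate and terpenoid pathways lowered in KO mice, where no list was enriched here (0 of 42 tests, 0 at an unadjusted p under 0.05), the phosphatidylinositol list was lower by camera (-0.14) and the urea cycle list higher (0.25). On DESeq2 calls without KO PBS replicate 136, chosen after seeing the values, the calcium (odds ratio 2.78) and phosphatidylinositol (2.22) lists were enriched among the genes lowered. The paper describes overlapping pathways between Figure 6, C and E, where no list was enriched between the bleomycin-treated groups here with edgeR on all mice, while 6 were on DESeq2 calls and 8 without KO PBS replicate 136, the latter chosen after seeing the values.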

Other observations

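The tests of hair growth phase, mislabelling, abundant muscle genes, GC content and length, keratin genes and mixing of WT RNA were chosen only after the results were seen, while those of other splits of the mice, spread, library size, muscle in KO mice and the hair stage of WT PBS mice were set earlier.

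KO PBS replicate 136 and KO BLM replicate 141 lay nearest to WT PBS mice. A mislabelled WT mouse would not carry the KO pattern of the 14 genes that differ over 8-fold between the genotypes, but 136 was on the KO side for 12 of them and 141 for all 14. Over a wider set of 63 genes that separate the genotypes in the other 10 mice, 136 was on the KO side for 25 and 141 for 31, and there a wrong label and hair growth phase cannot be told apart, since these counts lie near the middle of the set and whether the 63 genes follow the phase was not tested. Hair growth phase in the skin sampled may account for the position of both: the lower of their means of the hair list (8.27) exceeded the highest among the other 7 mice outside WT PBS (5.29) by 2.99 on the log2 scale. Without the hair, pigment and muscle lists, 136 stayed nearest to WT PBS replicate 160 (ratio 0.694) and 141 to WT PBS replicate 159 (ratio 1.06). The position therefore does not rest on the genes of these lists alone. Of the 9 mice outside WT PBS, 8 had a lower hair mean than every WT PBS mouse, and 9 had a lower pigment mean. Hair growth phase and group membership cannot be told apart for the WT PBS mice, since all 3 are in the growth phase. In WT BLM against WT PBS the hair list had a mean log2 fold change of -7.34 (adjusted p = 9.5e-15 with camera, 0.0492 with fry). In KO PBS against WT PBS its mean was -1.21 (adjusted p = 3.4e-11 with camera, 0.191 with fry), and leaving out each mouse in turn, chosen after seeing the data, gave -7.36 without KO PBS replicate 136, -0.68 without 137 and -0.71 without 139. These tests do not separate an effect of bleomycin or of the missing Thy-1 on the hair cycle from mice that were in different phases for other reasons, so both stay open.

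Fewer genes changed with bleomycin in KO than in WT mice. Smaller KO libraries are excluded as the cause, since the ratio of median totals, KO over WT, was 1.04. A larger spread between mice and a smaller change cannot be told apart for this count. The median ratio of the KO to the WT log2 fold change was 0.153 (-0.0769 without KO PBS replicate 136), but over genes chosen by their change in WT mice, which favours a low value. The median SD between mice was 0.362 in KO PBS and 0.247 in KO BLM, against 0.155 in WT PBS and 0.269 in WT BLM, and without KO PBS replicate 136 the KO count was 2632, inside the 2615 to 4027 that WT mice gave without one WT mouse. Of the 56 KO calls 1 (Tnnc1) was in the muscle list, and the list lacks other muscle genes among the calls (Myh3, Ankrd1, Mymk and Chrng, picked after their values were seen), so by this count muscle and other causes cannot be told apart. A larger amount of muscle would raise its abundant transcripts too, but the 32 abundant genes of the list had a median of -0.30 in KO mice (from -2.33 to 4.42, median standard error 0.49), against 6.65 for Tnnc1, which argues against the amount of muscle as the cause of these calls. A change within the muscle stays open. Hair growth phase that differs between mice within the KO groups may account for part of the low count: with the hair list as a covariate 1625 genes were called in KO mice, where 20 shuffled covariates gave at most 538 and a median of 16.5. The smaller change in KO mice could also be the protection that the paper proposes, which stays open.

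For the 6222 genes changed in WT mice, removing each library's trend with GC content and transcript length left 6748 calls, 5910 of them shared, and leaving out 113 keratin and keratin-associated genes before scaling left 6522, with 5766 shared, so neither is a likely cause. With the hair covariate 3 genes were called in WT mice (1758 at an unadjusted p under 0.05), while shuffled covariates left at least 1281. Of the 1625 genes called in KO mice in that fit, 72.1% changed in the same direction in WT mice in the same fit, where the covariate follows treatment, and 91.1% did in WT mice without the covariate. Hair growth phase and bleomycin cannot be told apart for the WT count, because the phase follows treatment in all 6 WT mice.

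Of the 10 splits of the 6 mice into 3 and 3, 1 of 10 (the real one) gave as many genes in WT mice, and the same was true in KO mice, between bleomycin-treated mice and between PBS-treated mice (1 of 10 each). With 10 splits this share cannot fall under 0.1, so the grouping and chance cannot be told apart by this count alone. For the difference between the responses, the real grouping gave 0 genes (5687 at an unadjusted p under 0.05). All 100 of 100 regroupings had to give at least as many, so this share cannot tell the grouping from chance. The highest among the others was 7084 genes and 5 of them had any call.

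Thy1 was counted in KO mice at 31.0% of the WT level under bleomycin. WT tissue or RNA mixed into the KO libraries would bring other WT transcripts at the same share, but Tnfrsf23 was at 0.333% in KO BLM mice, so mixing is an unlikely cause. RNA still made from the targeted locus was not tested, since the counts are per gene.

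Some of the genes that the paper measured by qPCR or staining in other samples changed as follows, as log2 fold changes in WT mice, in KO mice and between KO BLM and WT BLM. For Col1a1 they were 2.08, 1.01 and -0.28 (0.11 without KO BLM replicate 141), for Col5a2 2.37, 0.95 and -0.83, and for Acta2 1.04, 0.77 and -0.42. For Fcgr4 they were 3.3, 2.18 and -0.57, for Ifi44 3.24, 1.01 and -0.85, and for Tlr13 3.51, 1.54 and -0.70. Adgre1 gave 2.32, 0.34 (-0.085 without KO PBS replicate 136) and -0.87. Fasl was at the floor in WT PBS and at least 3.4-fold higher in WT BLM, with 1.89 in KO mice and 0.29 between the bleomycin groups (-0.43 without KO BLM replicate 143). These 8 genes passed the threshold in WT mice and none of them did in the other 2 comparisons, where 8 and 4 of the 25 genes the paper names for skin had an unadjusted p under 0.05. Fasl lost its call in WT mice in each fit without one mouse of the comparison, and Col1a1 in all of them (adjusted p from 0.0557 to 0.0770) but the one without WT BLM replicate 145. In KO mice DESeq2 called Acta2 and Fcgr4, and Acta2 also passed without KO PBS replicate 136 or KO BLM replicate 141. Ywhaz, the qPCR reference, had -0.25 (adjusted p = 0.343) in WT and 0.33 (adjusted p = 0.362) in KO mice. Of the 25 genes, 20 passed in WT mice over all genes tested and 20 adjusted over the list alone, 0 and 1 in KO mice, 0 and 1 between the bleomycin groups, 0 and 0 between the PBS groups (8 at an unadjusted p under 0.05), and 0 and 3 for the difference between the responses (11 at an unadjusted p under 0.05). Between the bleomycin groups 23 of the 25 were lower in KO mice.

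The other lists that describe the tissue had these mean log2 fold changes in WT and in KO mice. The hair list gave -7.34 (-7.31 with 1 gene at its bound) and -0.92 (from -3.08 without KO BLM replicate 141 to 5.22 without KO PBS replicate 136), pigment synthesis -4.13 and 0.84, macrophage 2.37 and 0.68, fibroblast matrix 1.96 and 0.80, adipocyte 0.092 and -1.03, epidermal differentiation 0.58 and 0.80, sebaceous gland -0.95 and -0.55, erythrocyte -1.60 and -0.51, and female sex -1.51 and -0.098. The male sex list had 0 counts in all 12 mice. In WT mice the hair, pigment, macrophage, fibroblast matrix and sebaceous gland lists passed with camera and with fry. In KO mice the pigment, macrophage, fibroblast matrix, adipocyte, epidermal differentiation and sebaceous gland lists passed with camera and none with fry. In KO mice T cell gave 1.06, interferon response 0.90 and circadian clock -0.45, all past the threshold with camera only. The hair list was higher in KO BLM than in WT BLM by 5.21 (adjusted p = 7.8e-18 with camera, 0.160 with fry). Its mean log2 CPM was at least 4.10 in KO BLM mice and at most 2.88 in WT BLM mice. The sebaceous gland list was higher by 1.05 (adjusted p = 4.2e-11 with camera, 0.0342 with fry). The macrophage (-0.72) and fibroblast matrix (-0.65) lists were lower in KO BLM with camera only.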
